# Transcriptome Analysis of Insulin Signaling-Associated Transcription Factors in *C. elegans* Reveal Their Genome-Wide Target Genes Specificity and Complexity

**DOI:** 10.3390/ijms222212462

**Published:** 2021-11-18

**Authors:** Neha Kaushik, Soumya Rastogi, Sonia Verma, Deepak Pandey, Ashutosh Halder, Arnab Mukhopadhyay, Neeraj Kumar

**Keywords:** FOXO/DAF-16, NRF-2/SKN-1, HSF1/HSF-1, insulin-IGF-1 signaling, *daf-2*, *C. elegans*, transcriptomics, RNAi

## Abstract

Insulin/IGF-1-like signaling (IIS) plays a crucial, conserved role in development, growth, reproduction, stress tolerance, and longevity. In *Caenorhabditis elegans,* the enhanced longevity under reduced insulin signaling (rIIS) is primarily regulated by the transcription factors (TFs) DAF-16/FOXO, SKN-1/Nrf-1, and HSF1/HSF-1. The specific and coordinated regulation of gene expression by these TFs under rIIS has not been comprehensively elucidated. Here, using RNA-sequencing analysis, we report a systematic study of the complexity of TF-dependent target gene interactions during rIIS under analogous genetic and experimental conditions. We found that DAF-16 regulates only a fraction of the *C. elegans* transcriptome but controls a large set of genes under rIIS; SKN-1 and HSF-1 show the opposite trend. Both of the latter TFs function as activators and repressors to a similar extent, while DAF-16 is predominantly an activator. For expression of the genes commonly regulated by TFs under rIIS conditions, DAF-16 is the principal determining factor, dominating over the other two TFs, irrespective of whether they activate or repress these genes. The functional annotations and regulatory networks presented in this study provide novel insights into the complexity of the gene regulatory networks downstream of the IIS pathway that controls diverse phenotypes, including longevity.

## 1. Introduction

The evolutionarily conserved insulin/insulin-like growth factor (IGF)-1 signaling (IIS) pathway is among the best-characterized genetic network that regulates aging and a host of other biological functions in various organisms ranging from simple invertebrates to mammals [1]. In *C. elegans*, the reduced IIS condition (rIIS) exhibited by *daf-2* receptor mutants controls these processes at the transcriptional level primarily by its three TFs, namely, DAF-16/FOXO, SKN-1/Nrf (NF-E2-related factor), and HSF-1 (heat shock transcription factor 1) [2,3,4]. Under optimal conditions, IIS sequesters the two prominent transcription factors (TFs), DAF-16 and SKN-1, within the cytoplasm in their inactive forms through a series of well-organized phosphorylation events. These events do, however, cease in reduced IIS receptor signaling (rIIS), leading to the reversal of cytoplasmic sequestration and translocation of the TFs into the nucleus, where they engage in transcriptional regulation [2,3]. However, HSF-activation appears to be a tightly controlled multistep process that includes oligomerization, posttranslational modifications, nuclear localization, and acquisition of DNA binding activity [5,6]. In *C. elegans*, many of these HSF-1 activation processes are negatively regulated by insulin signaling by the formation of a DDL-1-containing HSF-1 inhibitory complex (DHIC) that seems to reduce the pool of HSF-1 susceptible to heat stress stimulation. Reduced IIS activity promotes DDL-1 phosphorylation and disrupts DHIC formation, and consequently, increases HSF-1 activity under heat-stressed and unstressed conditions [7].

The leading output of rIIS, DAF-16, belongs to the FoxO family of Forkhead transcription factors, which are known to regulate differentiation, metabolism, proliferation, and survival [8]. In *C. elegans*, DAF-16 is also responsible for a dramatic increase in life span, stress tolerance, higher fat stores, and has a proclivity to arrest at an alternate developmental stage called dauer on rIIS [9,10,11]. Various DAF-16/FOXO targets in the rIIS condition were identified by multiple approaches such as bioinformatics predictions [12], microarrays [13,14,15,16], serial analysis of gene expression (SAGE) [17], protein mass spectrometry [18], DamID [19], RNA-Seq, and ChIP-Seq [20,21], although precise regulation and function of numerous other genes remain to be explored.

SKN-1, best known as a regulator of antioxidant and xenobiotic defense, is an ortholog of the Nrf (NF-E2-related factor)/CNC family of transcription regulators [3,22]. During the earliest embryonic stages, it initiates the development of the feeding and digestive system, but in the post-embryonic period, its role shifts towards controlling normal lifespan and stress resistance [3,23,24]. SKN-1 promotes lifespan by maintaining protein homeostasis through the regulation of the proteasome machinery [25,26,27]. Constitutive nuclear overexpression of SKN-1 also extends lifespan in a DAF-16/FOXO-independent manner [3]. Under rIIS, it extends longevity parallel to DAF-16 but in a genetically distinct scenario from the dauer pathway [28]. Genome-wide binding sites of SKN-1 were revealed by the modENCODE consortium using ChIP-Seq in *C. elegans* larval stages [29]. SKN-1 expression profiling under the rIIS condition in *C. elegans* has been reported by a single study using microarray, which is based on predefined transcripts/genes [28,30]. Therefore, the full spectrum of genome-wide targets needs to be revealed by using highly specific and sensitive probe-independent alternative technologies.

HSF-1, another important TF, acting downstream of IIS, is implicated in processes, including stress resistance, development, metabolism, and longevity [4,7,31,32,33,34,35]. Shortening and extension of lifespan were reported to be dependent on genetic ablation and overexpression of *hsf-1*, respectively [7,31,36,37]. The knockdown of *hsf-1* also suppressed the enhanced longevity phenotype of the *daf-2(e1370)* strain [4]. Genome-wide binding sites of HSF-1 in *C. elegans* were reported in L2 larval stages by ChIP-Seq [38]. The role of HSF-1 in the regulation of gene expression was reported through RNA-Seq in wild-type adults [39], L2 larvae [38], and overexpressed *hsf-1* young adult *C. elegans* animals [40]; however, HSF-1 genome-wide transcriptional targets under rIIS condition still need to be explored. 

Here, we elucidate the genome-wide transcriptional complexity of the principal TFs under rIIS using RNA-Seq in a comparable genetic and experimental setting. Our study provides a comprehensive framework to understand the transcriptional interplay by IIS-associated TFs under analogous conditions.

## 2. Results

### 2.1. Characteristics Concurrently Modulated by TFs under rIIS

To select comparable genetic and experimental conditions, *C. elegans’* strain, temperature, and developmental stages were considered, which represent the effects of all TFs on the well-discerned longevity phenotype. We examined two widely used *daf-2* alleles with moderate (e1368, class 1) or strong (e1370, class 2) phenotypes [41]. The studies on double mutant *daf-2(e1370)* and *hsf-1(sy441)* were avoided as *hsf-1* mutant has an egg-laying and temperature-sensitive developmental arrest phenotype [33]. The longevity phenotype of the class II allele, *daf-2(e1370),* has been reported to be mainly dependent on DAF-16 and HSF-1 [4,15]. On the other hand, the longevity of the class I allele, *daf-2(e1368),* primarily depends on DAF-16 and SKN-1 [3,41]. We observed that all TFs included in this study regulate the longevity phenotype in e1368 (class1) but not in the e1370 (class 2) allele (Figure 1A and Figure A2A). Therefore, the class I allele *daf-2(e1368)* was used for further revelation of the underlying gene complexity. To knock down the specific TFs efficiently, RNAi hypersensitive double mutant strain *rrf-3(pk1426);daf-2(e1368)* was opted for [42]. 

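Reads of skn-1 (chromosome IV, 5651764 to 5660384), which encodes an Nrf-type regulator of the oxidative stress response, averaged 27.6 CPM (exon reads scaled to library size, SD 0.680, n = 2 libraries) in skn-1i (RNAi in rIIS animals) and 137 (SD 38.4, n = 2) in rIIS-C. This is a log2 fold change of 2.31 of rIIS-C over the RNAi group (standard error, SE, 0.21, adjusted p = 5.61e-06 from edgeR's quasi-likelihood test). Reads of hsf-1 (chromosome I, 11953797 to 11961962), the gene of the heat shock factor, averaged 14.8 CPM (SD 0.203) in hsf-1i (HS) and 40.8 (SD 5.98) in rIIS-C (HS), a log2 fold change of 1.46 (SE 0.19, edgeR adjusted p = 0.000197). Reads of daf-16 (chromosome I, 10750498 to 10775050), the gene of the FOXO factor, averaged 49.4 CPM (SD 8.32) in daf-16i and 72.7 (SD 27.2) in rIIS-C. Its log2 fold change of 0.55 (SE 0.26) did not pass the test (edgeR adjusted p = 0.283), although both daf-16i libraries lay below the mean of rIIS-C. The call depends on 1 library: without rIIS-C replicate 2 the log2 fold change was 0.90 (edgeR adjusted p = 0.0442), and over 18 other settings the adjusted p ran from 0.039 to 0.803. Coordinates are those of the WBcel235 assembly.

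**Figure D1:**
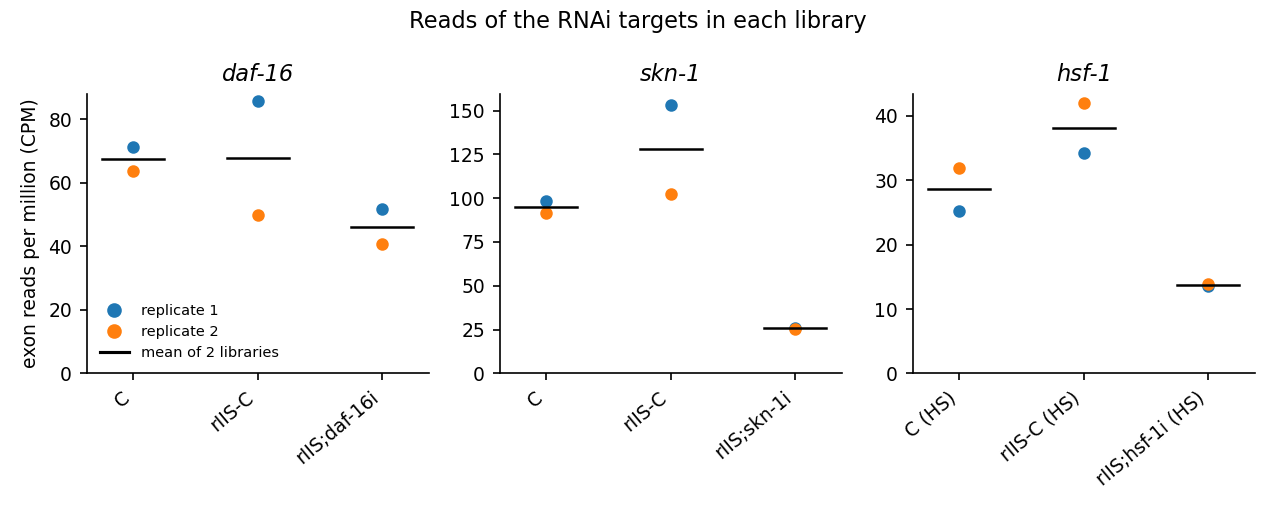
Exon reads in CPM, scaled over all 14 libraries, of daf-16, skn-1 and hsf-1 in the groups compared, each point is a library, coloured by its replicate number, and each line is the mean of 2 libraries. The skn-1i libraries read 25.3 and 26.2 CPM of skn-1, below all C and rIIS-C libraries (91.7 to 153), while rIIS-C replicate 2 reads 49.9 CPM of daf-16, below daf-16i replicate 1 at 51.7. Within each replicate number daf-16 is lower in daf-16i than in rIIS-C, at 51.7 against 85.9 CPM and 40.7 against 49.9.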

TF-specific RNAi clones in each biological replicate were found to be efficient at knocking down their target expression (Figure A1A).

For transcriptomics analysis, samples were collected at L4/Day-1 adult stage after growing the worms at 20 °C on control or TF RNAi, except for *hsf-1* RNAi *(hsf-1i).* Under normal temperature, HSF-1 exists in a monomeric form that, under heat stress, trimerizes and gets transcriptionally activated [43,44]. *C. elegans* can be temperature-stressed by being grown at 32–40 °C [33,45,46,47]. To activate HSF-1, we chose to provide acute heat shock at 33 °C for 2 h, and the animals were harvested immediately. This provides enough time for the induction of the heat-responsive genes without affecting the health of the thermotolerant *daf-2* allele used in the study.

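In C, heat shock raised hsp-16.2, a small heat shock protein, from 8.13 CPM (SD 0.0392, n = 2) to 2568 (SD 360, n = 2), a log2 fold change of 8.30 (SE 0.44, edgeR adjusted p = 3.33e-07). The arsenite- and heat-inducible gene aip-1 rose there from 22.2 CPM (SD 0.906) to 685 (SD 7.30), by 4.95 on the log2 scale (SE 0.23, edgeR adjusted p = 1.85e-07). All 17 heat-inducible chaperones tested rose in C (17 when adjusted over the list alone), with a median log2 fold change of 5.33 (camera adjusted p = 5.88e-22, and adjusted p = 0.021 with an estimated correlation). In rIIS-C, which carries daf-2(e1368), 0 of these 17 rose on heat shock by edgeR, 0 at an unadjusted p under 0.05 and 0 by DESeq2, and hsp-70 fell from 73.1 CPM (SD 23.5) to 23.9 (SD 6.96, log2 fold change −1.61, SE 0.36, edgeR adjusted p = 0.0351), a call lost without rIIS-C replicate 2 or rIIS-C (HS) replicate 2. The difference between the responses of rIIS-C and C was tested itself: 15 of the 17 chaperones were lower in it (17 adjusted over the list alone), with log2 differences of −9.63 for hsp-16.2 (SE 0.53, edgeR adjusted p = 1.82e-06) and −4.97 for aip-1 (SE 0.29, edgeR adjusted p = 1.94e-06). Ribosomal protein genes were higher in C (HS) than in C as well, 79 of 81 tested (79 adjusted over the list alone), with a median of 2.15 (camera adjusted p = 0.224 with an estimated correlation), among them rpl-43 at 3.19 (SE 0.24, edgeR adjusted p = 2.32e-06). The shortest genes as a class had a median of 1.29 there, and with the exon length trend removed 72 ribosomal proteins were called, with a median of 1.335. Members of the hsp-16 pairs and F44E5.4 with F44E5.5 are near-identical copies that share reads, so the value of each single copy is uncertain. In rIIS-C the median over the 17 chaperones was −1.01 (camera adjusted p = 0.275 with an estimated correlation), and 0.01 without rIIS-C replicate 2, and the C (HS) libraries differ from the others in their mapped share. The paper states that the chosen exposure leaves enough time for heat-responsive genes to be induced.

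**Figure D2:**
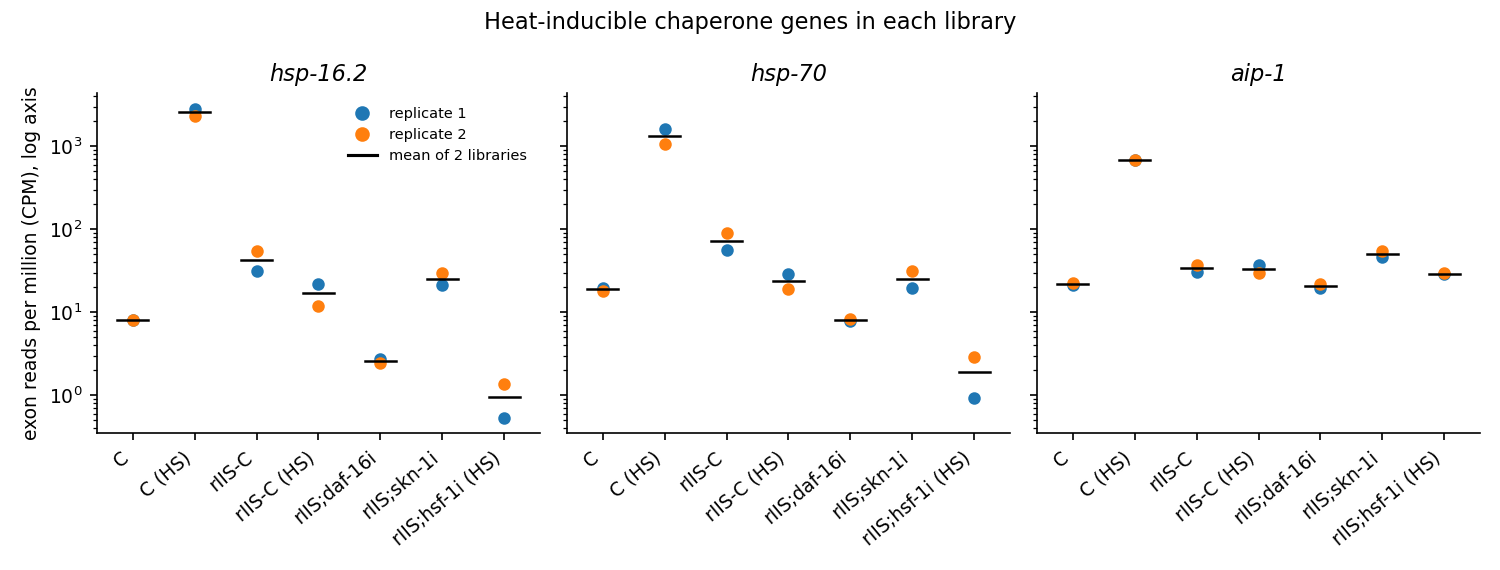
Exon reads in CPM (log axis, scaled over all 14 libraries) of hsp-16.2, hsp-70 and aip-1 in all 7 groups, each point is a library, coloured by its replicate number, and each line is the mean of 2 libraries. The C (HS) libraries hold 2314 and 2823 CPM of hsp-16.2, against 12.1 and 22.2 in rIIS-C (HS) and 31.7 and 54.7 in rIIS-C.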

### 2.2. DAF-16 Regulates a Relatively Small Fraction of the Genome-Wide Transcriptional Output

To gain insight into the regulatory functions of the TFs downstream of rIIS, we performed RNA-seq of two independent biological replicates of L4/ young adult (YA) worms after TF-specific RNAi knockdown, starting at the L1 larval stage (Table S1). 

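The RNA of whole worms was sequenced in 14 libraries, 2 in each of 7 groups: C, C (HS), rIIS-C, rIIS-C (HS), daf-16i, skn-1i and hsf-1i (HS), the last 3 being RNAi in rIIS animals. The paper calls the 2 libraries of a group biological replicates. C is the RNAi-sensitive rrf-3 strain on empty vector, rIIS-C adds the daf-2(e1368) allele of the insulin receptor, and HS marks acute heat shock before harvest. The authors mapped the reads in CLC Genomics Workbench and deposited exon read counts and RPKM values for 46856 genes per library. Exon reads per library ran from 4681170 (rIIS-C replicate 1) to 22767301 (C (HS) replicate 1). Read counts were fitted with edgeR (TMM scaling, one coefficient per group, quasi-likelihood test). The comparisons of rIIS-C, C and the RNAi groups used 12 libraries (13892 genes tested), those of C (HS) the 6 heat-shocked ones (13149 genes) and the heat shock responses all 14 (14084 genes). A gene is called activated where rIIS-C is higher than the group it is compared with and repressed where it is lower, as in the paper. Single genes are said to rise or fall only at a Benjamini-Hochberg adjusted p under 0.05. The C (HS) libraries stand apart: Table S1 gives mapped shares of 73.2% and 88.5% for them and 99.2% to 99.6% for the other 12. Ribosomal RNA took 11.5% of gene reads in skn-1i replicate 2 and 0.21% to 2.38% in the others. With 100 genes simulated at each size, edgeR recovered 83% of 4-fold and 20% of 2-fold changes in rIIS-C against C, and 76% and 11% in rIIS-C against daf-16i. The simulation used the spread of all 14 libraries, which is above that of the 12 tested here, so these shares may be too low.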

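Gene expression in daf-16i lay closest to that of C among the other groups, with Spearman correlations of log2 CPM of 0.986 and 0.988 across genes. The profiles of skn-1i and hsf-1i (HS), which differ in RNAi target and in heat shock, correlated at 0.947 to 0.956. Libraries of the same group correlated at 0.945 in C (HS), the lowest, 0.974 in rIIS-C, 0.979 in rIIS-C (HS), 0.981 in skn-1i and 0.994 in C, the highest. These correlations are across 14084 genes, and genes are not independent replicates. All 14 libraries had their own replicate as the closest library, and in 7 of 7 groups the 2 libraries joined first in an average-linkage tree. The first 3 principal components held 43.7%, 23.9% and 7.9% of the variance.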

Principal components analysis (PCA) and unsupervised hierarchical clustering tree analysis that grouped all the biological replicates under the same branch indicate a high degree of reproducibility with similar gene expression between biological replicates (Figure A1B, C). We refer to the *rrf-3(pk1426)* strain on the empty vector (EV) as “Control (C)” and *rrf-3(pk1426);daf-2(e1368)* double mutant on EV as “rIIS-Control (rIIS-C)” conditions. The heat-stressed samples of the same genetic background are referred to as “C (HS)” and “rIIS-C (HS)”.

Visualization of the comprehensive transcriptomic data (log_10_ RPKM values) indicates that only a small fraction of the total genes changes their expression at normal temperatures (20 °C) between control and rIIS conditions, as compared to that of heat-shock conditions (Figure 1B left and right panels: lane-1and lane-2). However, these gene expression patterns appear to revert to the control conditions on *daf-16i* (Figure 1B, left panel: lane 1–3). 

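At normal temperature the genes raised most in rIIS-C over C included sodh-1, an alcohol dehydrogenase, from 25.7 CPM (SD 0.128, n = 2) to 466 (SD 90.7, n = 2, log2 fold change 4.18, SE 0.20, edgeR adjusted p = 7.82e-07). The acyl-CoA synthetase acs-2 rose from 15.6 CPM (SD 2.21) to 165 (SD 23.3, log2 fold change 3.4, SE 0.18, edgeR adjusted p = 1.01e-06), and the metallothionein mtl-2 by 3.82 on the log2 scale (SE 0.46, edgeR adjusted p = 0.000291). The stearoyl-CoA desaturase fat-7 fell from 42.4 CPM (SD 1.53) to 0.478 (SD 0.421, log2 fold change −6.06, SE 0.39, edgeR adjusted p = 4.57e-06), and dod-23 from 628 CPM (SD 81.6) to 30.3 (SD 5.67, −4.36, SE 0.23, edgeR adjusted p = 1.01e-06). After heat shock, asp-13, an aspartyl protease, was higher in rIIS-C (HS) than in C (HS) by 3.87 on the log2 scale (SE 0.28, edgeR adjusted p = 0.00078), and hsp-16.41 was lower, with 12.5 CPM (SD 6.41) against 3787 (SD 265, −8.23, SE 0.44, edgeR adjusted p = 0.000191). In all, 1528 of 13892 genes (11.0%) changed in rIIS-C against C, 620 of them higher, and 3277 of 13149 (24.9%) in rIIS-C (HS) against C (HS), 1370 of them higher (edgeR, adjusted p under 0.05). These counts depend on single libraries: the first was 644 without C replicate 1, 634 without C replicate 2, and 2583 with the replicate numbers of the paper's Table S1 as a block. The second was 6247 without C (HS) replicate 1, 738 without rIIS-C (HS) replicate 1 and 101 without rIIS-C (HS) replicate 2, below the count at normal temperature. With the exon length trend removed the 2 counts were 2414 and 1760, in the opposite order. The leading counts come from fits of unlike spread (common dispersion 0.0275 and 0.0813). In 1 fit of all 14 libraries they were 522 and 5392, and in pairwise fits 686 and 1622, in the same order as in the leading fits.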

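The gene T22F3.11 read 59.5 CPM (SD 3.32, n = 2) in rIIS-C, 0.669 (SD 0.414, n = 2) in C and 0.976 (SD 0.270, n = 2) in daf-16i, a log2 fold change of 5.96 for DAF-16 (SE 0.32, edgeR adjusted p = 1.50e-06). The chitinase gene cht-1 behaved alike, with 22.2 CPM (SD 1.30) in rIIS-C, 1.23 (SD 0.753) in C and 1.08 (SD 0.118) in daf-16i (log2 fold change for DAF-16 4.37, SE 0.33, edgeR adjusted p = 1.48e-05). The cuticle collagen col-149 ran the other way, with 8.23 CPM (SD 1.11) in rIIS-C, 456 (SD 25.4) in C and 489 (SD 36.0) in daf-16i (−5.92, SE 0.21, edgeR adjusted p = 8.57e-08). The lysozyme lys-7 was activated by DAF-16 with a log2 fold change of 3.87 (SE 0.22, edgeR adjusted p = 1.91e-06), and the acyl-CoA dehydrogenase acdh-1 was repressed, with 11.6 CPM (SD 1.91) in rIIS-C and 171 (SD 1.74) in daf-16i (−3.85, SE 0.22, edgeR adjusted p = 1.92e-06). DAF-16 changed 843 of 13892 genes (6.07%), 386 of them activated (edgeR, adjusted p under 0.05). This count fell to 400 without daf-16i replicate 1 and to 317 without daf-16i replicate 2, and was 1525 with the Table S1 replicate block.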

On *skn-1* and *hsf-1* RNAi, a large proportion of the genes appear to change their expression pattern compared to their respective rIIS conditions (Figure 1B left panel: lane 2 and 4 and right panel: lane 2 and 3). This data indicates that the RNAi of the TFs worked efficiently to bring down the expression levels of most of the genes close to that of the control conditions.

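The glucuronosyltransferase ugt-22 read 79.9 CPM (SD 3.83, n = 2) in rIIS-C and 2.43 (SD 0.249, n = 2) in skn-1i, a log2 fold change of 5.05 (SE 0.19, edgeR adjusted p = 2.28e-07). The gene gcsh-1, of the glycine cleavage system, read 23.3 CPM (SD 10.6) in rIIS-C and 0.903 (SD 0.568) in skn-1i (4.88, SE 0.49, edgeR adjusted p = 1.11e-05), and thn-1, a thaumatin family gene, was repressed by SKN-1 (−6.0, SE 0.43, edgeR adjusted p = 1.54e-06). On hsf-1 RNAi after heat shock, argk-1, an arginine kinase, fell from 15.8 CPM (SD 1.83) in rIIS-C (HS) to 0.767 (SD 0.477, log2 fold change 4.42, SE 0.32, edgeR adjusted p = 9.31e-06). The C-type lectin clec-82 rose on it from 2.83 CPM (SD 0.464) to 58.6 (SD 5.07, −4.40, SE 0.26, edgeR adjusted p = 1.91e-06). T22F3.11 rose on hsf-1 RNAi too, from 13.9 CPM (SD 3.07) to 1572 (SD 103, −6.80, SE 0.28, edgeR adjusted p = 3.55e-07). SKN-1 changed 7811 of 13892 genes (56.2%) and HSF-1 5294 (38.1%) at an adjusted p under 0.05. Without hsf-1i (HS) replicate 2 the count of HSF-1 was 3229.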

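The genes cht-1, T22F3.11 and col-149 stood near their level in C on daf-16 RNAi, while dod-24 had no read in either library of skn-1 RNAi. At an adjusted p under 0.05 from edgeR, 53 genes were higher and 168 lower in daf-16i. In skn-1i, 3954 genes were higher and 4318 lower than in C. In hsf-1i (HS), 1306 genes were higher and 1492 lower than in C (HS). The paper concludes that RNAi of the factors brought most genes close to their control level.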

Common genes among different conditions were compared for further analysis and the exclusive genes specific to a single condition were discarded as most of them had low read counts (RPKM < 10). We identified 14,933 (96.6%, RF = 1.22, *P* = 3.8 × 10^−2382^) common genes under rIIS condition (rIIS-C vs. C), 14,552 (94.9%, RF = 1.24, *P* = 5.0 × 10^−2272^) in rIIS (HS) condition [rIIS-C (HS) vs. C (HS)], 14,698 (94.25%, RF = 1.25, *P* = 5.1 × 10^−2605^) in *daf16i* (rIIS-C vs. rIIS;*daf-16i*), 13,881 (96.3%, RF = 1.15, *P* = 3.6 × 10^−855^) in *skn-1i* (rIIS-C vs. rIIS;*skn-1i*) and 14,278 (95.7%, RF = 1.28, *P* = 9.2 × 10^−2701^) in *hsf-1i* [rIIS (HS) vs. rIIS;*hsf-1i* (HS)] condition (Figure 1C, D and Figure A2B–E). 

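The gene dod-24 had no read in either skn-1i library, against 25.0 CPM (SD 1.24, n = 2) in daf-16i, and so is not among the common genes of rIIS-C and skn-1i. Genes with exon reads in both replicates numbered 16147 in C, 15733 in C (HS), 15460 in rIIS-C, 15330 in rIIS-C (HS), 15594 in daf-16i, 14417 in skn-1i and 14913 in hsf-1i (HS). Those common to both groups of a comparison numbered 14933 for rIIS, 14592 for rIIS (HS), 14706 for DAF-16, 13883 for SKN-1 and 14278 for HSF-1.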

Then, differentially expressed genes (*p* ≤ 0.05) with fold change (FC ≥ 1.5) were considered among these common pools of genes (Table S2). In this study, all comparisons were made in such a way that up- and down-regulated genes are termed “activated” and “repressed” genes, respectively. A total of 1127 (7.6%) and 1960 (13.4%) activated, and 1499 (10%) and 2568 (17.6%) repressed, genes were identified specific to rIIS and rIIS (HS) conditions, respectively (Figure 1Ca, D, Cd and Figure A2B). Similarly, DAF-16, SKN-1, and HSF-1 were found to activate 932 (6.3%), 3424 (24.7%), and 2902 (20.3%), and repress 878 (6%), 3586 (25.8%), and 2663 (18.7%) genes, respectively (Figure 1C and Figure A2C–E). This data indicates that DAF-16 regulates a smaller set of the total transcriptional output of the *C. elegans* genome than SKN-1 and HSF-1, hinting towards a more diverse but important role of SKN-1 and HSF-1, compared to DAF-16. These TF-specific genes also showed significant overlap with the previously published literature using stronger class-I allele *daf-2(e1370)* that further strengthens our confidence in our experimental strategy (Figure A3).

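The genes repressed under rIIS included many of the cuticle: of 140 collagens tested 72 fell and 1 rose (88 and 1 adjusted over the list alone), with a median log2 fold change of −1.35. Among them, col-7 fell by 3.85 on the log2 scale (SE 0.21, n = 2 libraries per group, edgeR adjusted p = 1.05e-06). Of 13 molting genes, 9 fell (9 adjusted over the list alone, median −1.92), among them mlt-8 (−2.58, SE 0.22, edgeR adjusted p = 2.89e-05). The camera calls of both lists are lost with an estimated correlation (adjusted p = 0.192 and adjusted p = 0.101 with an estimated correlation). With the preset correlation camera also called oocyte genes higher (adjusted p = 8.84e-06). It called major sperm proteins (adjusted p = 1.33e-07) and muscle genes (adjusted p = 7.7e-08) lower. These calls too are lost with an estimated correlation (camera adjusted p = 0.545, 0.514 and 0.174). Of 14 early embryo genes tested, 8 rose (11 adjusted over the list alone, median 2.45), among them sdz-24 (2.00, SE 0.21, edgeR adjusted p = 9.98e-05), with a camera adjusted p = 0.275 with an estimated correlation. That count was 4 without C replicate 1, 2 without C replicate 2 and 2 without rIIS-C replicate 2, and that of the collagens 29 to 87 over 14 other settings. After heat shock, ribosomal protein genes were lower in rIIS-C (HS) than in C (HS), 78 of 80 (79 adjusted over the list alone, median −1.85), as were histones, 30 of 53 (41 adjusted over the list alone, median −1.87). Histone copies share reads, and the camera adjusted p of the 2 lists was 0.283 and 0.192 with an estimated correlation. The count of ribosomal protein genes was 21 without rIIS-C (HS) replicate 2, and that of histones 46 without C (HS) replicate 1, 9 without rIIS-C (HS) replicate 1, 2 without rIIS-C (HS) replicate 2, and 13 with the exon length trend removed. At the paper's thresholds, an unadjusted p of at most 0.05 and a fold change of at least 1.5, edgeR gave 1128 activated and 1359 repressed genes under rIIS and 2306 and 2935 under rIIS (HS). Simulated counts with no effect gave 297 and 298 under rIIS and 301 and 304 under rIIS (HS). The counts under rIIS (HS) were 1348 and 1824 without rIIS-C (HS) replicate 2, and 6362 and 676 by limma on RPKM, where the median of all genes is shifted by 0.878 on the log2 scale.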

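Each factor had activated and repressed genes: DAF-16 activated icl-1, an isocitrate lyase, by 1.8 on the log2 scale (SE 0.16, n = 2 libraries per group, edgeR adjusted p = 4.10e-05) and repressed fat-6, a stearoyl-CoA desaturase (−1.45, SE 0.14, edgeR adjusted p = 9.73e-05). SKN-1 activated ugt-62 (3.78, SE 0.19, edgeR adjusted p = 3.41e-07) and repressed col-62 (−3.87, SE 0.17, edgeR adjusted p = 3.22e-07). HSF-1 activated ugt-19 (4.42, SE 0.19, edgeR adjusted p = 3.55e-07) and repressed acs-2 (−2.85, SE 0.17, edgeR adjusted p = 1.91e-06). At the thresholds of the paper, edgeR gave 982 genes activated and 870 repressed by DAF-16, 4286 and 3341 by SKN-1, and 2837 and 2686 by HSF-1. In counts simulated with no effect the same thresholds gave 296 and 292, 306 and 296, and 312 and 295. The balance of activated and repressed genes differs by method: limma on RPKM, which has another test, filter and scaling, gave 8245 activated and 1018 repressed by SKN-1, 6744 and 747 by HSF-1, and 1076 and 649 by DAF-16. There the median of all genes is shifted by 0.923 on the log2 scale for SKN-1 and by 0.716 for HSF-1, while edgeR with RLE size factors gave 4070 and 3556 for SKN-1. Without rIIS-C replicate 2, 1358 genes were repressed by DAF-16.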

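SKN-1 repressed most tested members of several gene lists: 78 of 81 ribosomal proteins (78 adjusted over the list alone, median log2 fold change −2.04), 99 of 140 cuticle collagens with 5 activated (101 and 5, median −2.36) and 15 of 16 muscle genes with 1 activated (15 and 1, median −2.01). With an estimated correlation the camera adjusted p of these 3 lists was 0.281, 0.239 and 0.0854. Examples are rpl-21 (−2.30, SE 0.18, n = 2 libraries per group, edgeR adjusted p = 2.74e-06), col-146 (−4.79, SE 0.22, edgeR adjusted p = 3.22e-07) and the paramyosin unc-15 (−3.53, SE 0.22, edgeR adjusted p = 6.77e-07). Of 44 genes of oxidative phosphorylation, 32 were repressed and 1 activated (32 and 1 adjusted over the list alone, median −1.03), with cox-6A at −2.07 (SE 0.18, edgeR adjusted p = 4.39e-06). Of 44 neuronal genes, 33 were repressed and 3 activated by SKN-1 (33 and 3 adjusted over the list alone, median −1.92), and 31 and 1 by HSF-1 (33 and 2, median −1.8), among them the carboxypeptidase egl-21 at −2.30 (SE 0.18, edgeR adjusted p = 2.59e-06) and −2.36 (SE 0.18, edgeR adjusted p = 1.15e-05). The camera adjusted p with an estimated correlation was 0.378 for oxidative phosphorylation under SKN-1, and 0.192 and 0.0671 for neuronal genes under SKN-1 and HSF-1. By limma on RPKM the median of oxidative phosphorylation was −0.01, with 10 genes repressed and 15 activated. There the median of all genes is shifted by 0.923 for SKN-1, and these values cannot be told apart from that shift. The paper proposes from the larger number of genes a more diverse role of SKN-1 and HSF-1 than of DAF-16.

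**Figure D3:**
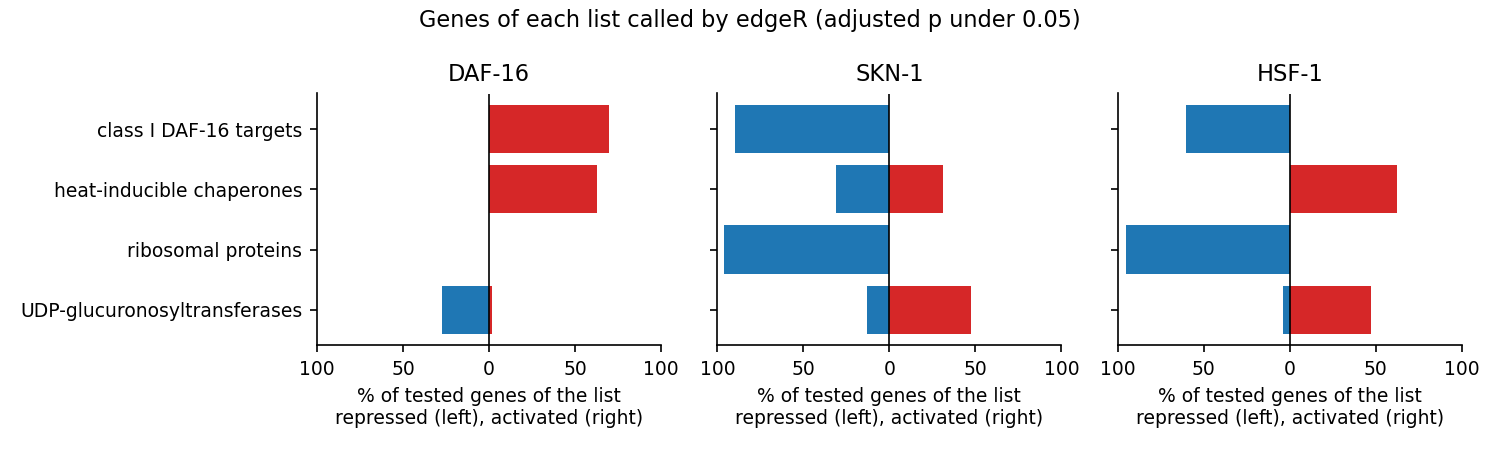
Share of the tested genes of 4 lists that edgeR called repressed (bars to the left of 0) or activated (bars to the right) by DAF-16, SKN-1 and HSF-1, in percent, from 2 libraries per group. Of the 10 class I DAF-16 targets, 7 are activated by DAF-16, while 9 are repressed by SKN-1 and 6 by HSF-1, the 16 chaperones split into 5 activated and 5 repressed by SKN-1, with a median that changes sign on uniquely mapped reads (−0.31).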

### 2.3. DAF-16 Alone or with SKN-1 Regulates the Majority of Genes under rIIS

To validate our data, we specifically compared the expression levels of well-known targets (identified in the stronger allele of *daf-2*) in our data sets (Figure 2A). Activation of *sod-3* and repression of *dod-24* genes under rIIS condition was found to be entirely dependent on DAF-16 (Figure 2A, upper panel) as reported earlier [15,48]. Similarly, the targets of SKN-1 (*gst-4* and *lys-4*) [3,28]) and HSF-1 (*pgp-9* and *daf-7*) [39,49] were found to be mainly dependent on their respective TFs (Figure 2A, middle and lower panels). 

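The superoxide dismutase gene sod-3 (chromosome X, 17092768 to 17094097) read 9.49 CPM (SD 2.96, n = 2) in rIIS-C, 5.79 (SD 0.707, n = 2) in C and 3.97 (SD 0.163, n = 2) in daf-16i. It was activated by DAF-16 (log2 fold change 1.31, SE 0.27, edgeR adjusted p = 0.0133) and under rIIS its change did not pass the test (0.75, SE 0.25, edgeR adjusted p = 0.0823), though it met the paper's thresholds (unadjusted p = 0.0118). The gene dod-24 (chromosome IV, 12940175 to 12941352), an immune response gene repressed by DAF-16, read 3.08 CPM (SD 0.0267) in rIIS-C and 15.4 (SD 1.66) in C. It was repressed under rIIS (−2.32, SE 0.24, edgeR adjusted p = 0.000175) and by DAF-16 (−3.01, SE 0.24, edgeR adjusted p = 4.19e-05). Of 10 class I DAF-16 targets tested, 7 were activated by DAF-16 (9 adjusted over the list alone, median 1.54, camera adjusted p = 5.62e-15, and adjusted p = 0.0358 with an estimated correlation, 0.0884 with that correlation and the Table S1 replicate block). Of 9 class II targets, 6 were repressed (6 adjusted over the list alone, median −1.31, camera adjusted p = 0.0671 with an estimated correlation), among them dod-19 (−1.31, SE 0.14, edgeR adjusted p = 0.000157). The class I count was 4 without rIIS-C replicate 2, 4 without daf-16i replicate 1 and 3 without daf-16i replicate 2. Activation of sod-3 by DAF-16 did not pass without rIIS-C replicate 2 (0.90, edgeR adjusted p = 0.121), daf-16i replicate 1 (edgeR adjusted p = 0.0906) or daf-16i replicate 2 (edgeR adjusted p = 0.148), with adjusted p from 0.000772 to 0.148 over 18 settings, while under rIIS it passed without rIIS-C replicate 1 (0.98, edgeR adjusted p = 0.0257) and with the Table S1 replicate block (edgeR adjusted p = 0.0147, 0.0147 to 0.499 over 18 settings). The paper concludes that the change of both genes under rIIS depends entirely on DAF-16.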

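The glutathione S-transferase gst-4 (chromosome IV, 10142240 to 10143007) read 20.8 CPM (SD 11.1, n = 2) in rIIS-C and 1.22 (SD 0.125, n = 2) in skn-1i, a log2 fold change of 4.16 (SE 0.41, edgeR adjusted p = 9.76e-06). The lysozyme lys-4 (chromosome IV, 11621496 to 11623098) was repressed by SKN-1, with 48.5 CPM (SD 5.90) in rIIS-C and 348 (SD 29.7) in skn-1i (−2.84, SE 0.18, edgeR adjusted p = 6.86e-07). The P-glycoprotein gene pgp-9 (chromosome V, 17755897 to 17764650) was activated by HSF-1, with 93.8 CPM (SD 2.91) in rIIS-C (HS) and 39.5 (SD 2.62) in hsf-1i (HS) (1.25, SE 0.18, edgeR adjusted p = 0.000302). The TGF-beta ligand gene daf-7 (chromosome III, 811938 to 813275) was repressed by HSF-1, with 0.525 CPM (SD 0.337) against 2.43 (SD 0.200, −2.03, SE 0.50, edgeR adjusted p = 0.0079). The rIIS-C (HS) libraries held only 11 and 2 reads of daf-7, and its log2 fold change ran from −3.03 to −0.63 over 16 settings. Of 12 detoxification targets of SKN-1 tested, 7 were activated and 1 repressed (7 and 1 adjusted over the list alone, median 0.90, camera adjusted p = 0.129), with gst-13 at 2.07 (SE 0.20, edgeR adjusted p = 8.17e-06) and gst-5 at −2.07 (SE 0.30, edgeR adjusted p = 0.00014). Under rIIS, gst-4 did not pass the test (0.03, SE 0.27, edgeR adjusted p = 0.963), and without rIIS-C replicate 2 it was lower in rIIS-C than in C (−0.70, edgeR adjusted p = 0.0386, the lowest over 18 settings, highest 1). Without rIIS-C replicate 2 the number of activated detoxification targets was 4.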

Quantitative analysis of these genes further confirmed their dependence on their respective TFs under the rIIS condition (Figure A4A). The above observation suggests that in the moderate *daf-2* allele, TFs regulate transcriptional output, which can be reliably extrapolated to the other rIIS strains.

TF-dependent differential gene expression (rIIS-C vs. rIIS;TF RNAi-referred as TF-regulated genes) reflects the cumulative gene response. To delineate the rIIS-specific contribution, genes changing expression on rIIS condition were compared with TF-regulated genes (Figure 2B). We observed that most DAF-16-regulated genes were either activated (*N* = 601, 64%, RF = 11.71, *P* = 1.6 × 10^−582^) or repressed (*N* = 696, 79%, RF = 10.83, *P* = 2.5 × 10^−680^) under rIIS conditions (Figure 2B and Figure A4B top panels). 

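Most genes that DAF-16 moved had moved the same way in rIIS-C over C, as did the lipid and immune genes lys-7, cht-1 and sodh-1, activated in both, and fat-7, acdh-1 and col-149, repressed in both. For sodh-1 the log2 fold change was 4.18 under rIIS, and for fat-7 it was −6.06. At the paper's thresholds, 652 genes were activated and 680 repressed in both comparisons, against 79.7 and 85.1 for independent lists. Both comparisons use the same 2 rIIS-C libraries, and counts simulated with no effect shared 51.8 and 77.5 genes, so part of the overlap may come from these libraries. The covariance of the 2 sets of log2 fold changes was 0.485, against 0.0924 in the simulated counts. With 1 rIIS-C library for each comparison, 299 and 436 genes overlapped (62.1 and 97.8 for independent lists), and 303 and 515 with the libraries exchanged (69.0 and 92.8). Without rIIS-C replicate 2, 1062 genes were repressed in both.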

Contrarily, a small fraction of SKN-1 regulated genes were either activated (*N* = 229, 7%, RF = 1.21, *P* = 6.6 × 10^−5^) or repressed (*N* = 582, 16%, RF = 2.2, *P* = 1.2 × 10^−32^; Figure 2B and Figure A4B middle panels). 

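Among the genes activated by SKN-1, ugt-22, acdh-1 and kynu-1 ran against rIIS, where they were repressed, while sdz-24 and the small heat shock gene hsp-16.49 were activated in both. The collagens col-7, col-62 and col-146 and the thaumatin family gene thn-1 were repressed both under rIIS and by SKN-1. At the paper's thresholds, 309 genes were activated in both comparisons, below the 348 of independent lists, and 561 were repressed in both, above the 327 of independent lists. These expectations are over the 13892 genes tested. Over the 20471 genes of the genome behind the paper's Table S1, the representation factor (overlap over that of independent lists) was 1.31 and 2.53. Whether the activated overlap lies below or above independent lists thus depends on the base. Simulated counts with no effect, which share the rIIS-C libraries, gave 51.0 and 78.2, and the covariance was 0.163 against 0.0926 in them. Part of this overlap may come from the shared libraries: with 1 rIIS-C library for each comparison the covariance was 0.13, and −0.092 with the libraries exchanged. Without rIIS-C replicate 1, 560 genes were activated in both, and by DESeq2 183 and by limma on RPKM 710.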

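The genes elo-6, a fatty acid elongase, sur-5 and the glucuronosyltransferase genes ugt-19 and ugt-62 were activated both in rIIS-C (HS) over C (HS) and by HSF-1, and the actin gene act-1, the tropomyosin gene lev-11 and the ribosomal protein genes rpl-21 and rpl-28 were repressed in both. Of 16 heat-inducible chaperones tested, 16 were lower in rIIS-C (HS) than in C (HS), 10 of them without rIIS-C (HS) replicate 2, and 10 were activated by HSF-1 (camera adjusted p = 0.103 with an estimated correlation in both, and 4 of 10 activated on uniquely mapped reads). At the paper's thresholds the overlap held 993 activated and 1109 repressed genes, against 492 and 573 for independent lists. Simulated counts with no effect gave 50.3 and 73.7, so part of the overlap may come from the 2 shared rIIS-C (HS) libraries. The covariance was 0.319, against 0.086 in the simulated counts, and 0.287 and 0.282 with 1 rIIS-C (HS) library for each comparison. Without rIIS-C (HS) replicate 2, 467 genes were activated and 727 repressed in both.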

In the case of HSF-1, nearly 1/3 of the genes were found to be activated (928, 32%, RF = 1.01, *P* = 0.42) and repressed (989, 37%, RF = 1.66, *P* = 2.0 × 10^−13^) under rIIS condition (Figure 2B and Figure A4B lowest panels). 

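Of the genes that changed under rIIS, among them sodh-1, cht-1, fat-7 and many collagens, 53.6% were regulated the same way by DAF-16 (95% interval 51.6 to 55.5). For SKN-1 the share was 35.0% (33.1 to 36.9), with collagens such as col-7 among the repressed ones. For HSF-1 it was 40.1% of the genes that changed under rIIS (HS) (38.8 to 41.4), with ribosomal protein genes among the repressed ones. Intervals are Wilson intervals and cover counting error only. In counts simulated with no effect the shares were 21.7%, 21.7% and 20.5%, since each pair of comparisons shares its 2 rIIS-C libraries. By limma on RPKM the share of HSF-1 was 64.1%.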

Even from the rIIS point of view, 49.4% ((696 + 601)/(1499 + 1127))of rIIS-dependent genes were found to be regulated by DAF-16, 42.3% ((989 + 928)/(2568 + 1960)) by HSF-1, and 31.2% ((582 + 229)/(1499 + 1127)) by SKN-1 (Figure 2B).

To further gain insight into the TF interactions for the regulation of their targets, each cluster of the TF-dependent differentially expressed genes were considered together. We identified activated and repressed genes for each transcription factor knockdown compared to their controls, resulting in a total of 14,385 differentially expressed genes for all transcription factors that correspond to 9034 non-redundant genes (Figure A5A,C). It shows that 4344 (48%) differentially expressed genes were specific to a single TF, 4031 (44.6%) were shared by at least two TFs, and 659 (7.3%) were identified in all TF knockdown conditions (Figure A5C). 

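Genes of all 3 sets include lys-7, activated by DAF-16 and repressed by SKN-1 and HSF-1, and acdh-1, repressed by DAF-16 and activated by the other factors, while gcsh-1 was called for SKN-1 and HSF-1 alone. At the paper's thresholds 9265 non-redundant genes were called for at least 1 factor, against 1594 in counts simulated with no effect.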

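The elongase elo-6 and the acyl-CoA synthetase acs-2 belong to the sets of all 3 factors, gcsh-1 and the neuropeptide gene flp-9 to those of SKN-1 and HSF-1, and kynu-1 to those of DAF-16 and SKN-1. One factor alone was called for 4271 genes, 2 factors for 4251 and all 3 factors for 743, and in counts simulated with no effect 12.1 genes were called for all 3. At an adjusted p under 0.05 with the fold threshold, 374 genes were called for all 3 factors.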

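Of the genes called in the same direction under rIIS and by a factor, col-149, col-62 and fat-6 stand for those repressed with DAF-16 and SKN-1, and cht-1 and T22F3.11 for those activated with DAF-16. In this count HSF-1 enters through rIIS (HS), where elo-6 and ugt-62 were activated with it. It gave 3532 non-redundant genes, against 325 in counts simulated with no effect.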

Under rIIS conditions, these genes fall into 1589 activated and 1816 repressed from the total of 4025 genes (Figure A5B,D), which corresponds to 3297 non-redundant genes (Figure A6D). Further, 2646 (80%) genes were found to be specific for a single TF, 547 (17.4%) by any two TFs, and a very small fraction (77 genes, 2.3%) by all TFs (Figure A6D). This implies that only a small number of genes are regulated jointly by all three TFs, and most of them are regulated independently by a single TF under rIIS condition (Figure A5C,D). 

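With 1 factor alone stood 2832 of these genes, among them sodh-1 with DAF-16, and with 2 factors 628, among them col-149 and col-7 with DAF-16 and SKN-1. All 3 factors acted in the direction of rIIS on 72 genes. That number depends on single libraries: it was 113 without rIIS-C replicate 1 and 45 without rIIS-C (HS) replicate 2, and 25 at an adjusted p under 0.05.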

Despite a smaller set of genes regulated by SKN-1 under the rIIS condition, it regulates the major set (N-355) of common genes with DAF-16 (Figure A5D), but at the genome-wide level, SKN-1 and HSF-1 were found to regulate the largest set (N-3423) of non-redundant genes (Figure A5C). Together, our data suggest that DAF-16 independently or jointly with SKN-1 regulates the largest fraction of rIIS-dependent genes.

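DAF-16 and SKN-1 alone shared 409 genes under rIIS, among them the collagens col-62, col-133 and col-149. DAF-16 and HSF-1 alone shared 123, and SKN-1 and HSF-1 alone 96. Over all genes, without regard to rIIS, SKN-1 and HSF-1 alone shared 3530, among them rpl-21, cox-6A and flp-9, while DAF-16 and SKN-1 alone shared 474 and DAF-16 and HSF-1 alone 247. The log2 fold changes of SKN-1 and HSF-1 correlated across genes at 0.623, and genes are not independent replicates. Without rIIS-C replicate 1, DAF-16 and SKN-1 alone shared 670 genes under rIIS, and without rIIS-C (HS) replicate 2 DAF-16 and HSF-1 alone shared 73. The paper proposes that DAF-16, alone or with SKN-1, regulates the largest fraction of rIIS-dependent genes.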

### 2.4. Distinct Activator and Repressor Activities of TFs under rIIS

To comprehend the accurate nature of these transcription factors, we further investigated how effectively TF knockdown can bring the rIIS-dependent differential gene expression close to the control condition. This approach appears to be a more suitable and reliable predictor to understand the exact function of these transcription factors, as it is based on a larger inclusion of datasets that we might have overlooked in our overlap analysis (Figure 2B) owing to stringent and independent comparisons based on fold change. 

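On daf-16 RNAi the genes cht-1, T22F3.11 and sodh-1 fell back from their level in rIIS-C towards that of C, and fat-7, col-149 and acdh-1 rose back. Of the genes activated under rIIS, 66.6% moved back at an unadjusted p of at most 0.05 (95% Wilson interval 63.8 to 69.3), and of those repressed 58.4% (55.7 to 61.0). Counts simulated with no effect gave 18.1% and 26.8%, since both comparisons use the same rIIS-C libraries. With 1 rIIS-C library for each comparison the shares were 33.9% and 38.6%, and 30.8% and 41.2% with the libraries exchanged. Those fits also held 1 library of C or of daf-16i, so the fall mixes fewer libraries with separate ones. Fits of that size sharing 1 rIIS-C library gave higher shares in both forms. Counting genes no longer different from C gave 84.2% and 63.9%. Among genes with a mean RPKM of at least 10 in each group the shares were 74.8% and 78.3%. The paper states such an RPKM filter for its Fig. 3, and with it the repressed share was the higher one. The activated share was the higher one in 23 of 24 settings, and the lower one in both forms with separate rIIS-C libraries.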

With this approach, we found that RNAi knockdown of DAF-16 extensively reversed the gene expression of rIIS to control levels (78% of activated and 50% of rIIS repressed genes) as reported earlier in the class-2 mutant strain [20] (Figure 3, left panels).

Similarly, SKN-1 and HSF-1 TF data analysis with similar parameters revealed that they significantly reversed almost equal fractions, i.e., 1/3 (36% of activated and 32% of rIIS repressed genes) and 1/2 (53% of activated and 48% of rIIS repressed genes) of differential gene expressions of rIIS, respectively (Figure 3, middle and right panels) indicating that both of them acts as a transcriptional activator and repressor to the same extent, which is in contrast to the above observation. This suggests that DAF-16 controls the majority of the rIIS genes predominantly by acting as a transcriptional activator, as reported earlier [20]. 

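On skn-1 RNAi, sdz-24 fell back towards C and the collagens col-7 and col-62 rose back. SKN-1 reverted 29.6% of the genes activated under rIIS (95% Wilson interval 27.0 to 32.3) and 42.8% of those repressed (40.2 to 45.4), against 17.8% and 27.2% in counts simulated with no effect. On hsf-1 RNAi, ugt-19 and elo-6 fell back towards C (HS) and the ribosomal protein gene rpl-28 rose back. HSF-1 reverted 48.2% of the genes activated under rIIS (HS) (46.1 to 50.2) and 45.1% of those repressed (43.3 to 47.0), against 17.2% and 25.2% in the simulated counts. Part of each share may come from the shared libraries: with 1 rIIS-C library for each comparison SKN-1 reverted 18.2% and 40.5%, and HSF-1 37.5% and 40.8%, and with the libraries exchanged 14.6% and 34.3%, and 29.2% and 33.0%. Those fits also held 1 library of the RNAi group, so a fall mixes fewer libraries with separate ones. Against fits of that size sharing 1 rIIS-C library, both HSF-1 shares were higher in the first form and lower in the exchanged one. The SKN-1 activated share was lower in both forms, and its repressed share in the first form only. Among genes with a mean RPKM of at least 10 in each group, a filter stated for the paper's Fig. 3, SKN-1 reverted 15.6% of activated and 75.2% of repressed genes. HSF-1 reverted 47.5% and 51.6% of them. The order turned for SKN-1 in 3 of 24 settings, by limma on RPKM (63.2% of activated and 26.6% of repressed genes), without rIIS-C replicate 2 (34.5% and 34.0%), and when genes no longer different from C were counted (31.2% and 26.2%, and 50.5% and 47.0% for HSF-1). For HSF-1 the repressed share was the higher one in 6 of 22 settings, and the shares ran from 35.05% and 52.71% with the exon length trend removed to 73.28% and 29.7% by limma on RPKM. The paper proposes that SKN-1 and HSF-1 act as activators and repressors almost to the same extent.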

While SKN-1 and HSF-1 both act as transcriptional activators as well as repressors almost to the same extent.

### 2.5. Shared Genes under rIIS Condition Are Predominantly Governed by DAF-16

To understand the exact mode of individual TF regulation, all commonly differentiated genes between “rIIS-C” (when all TFs get localized within the nucleus) and knockdown of each TF under rIIS conditions were considered, which in turn, provided four sets of overlapping genes (Figure A6A–C). 

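The genes that DAF-16 and rIIS both changed nearly all kept one direction, with lys-7, cht-1 and sodh-1 up in both and acdh-1, sams-1 (an S-adenosylmethionine synthetase) and fat-7 down in both. Of 1348 genes called in both, 98.8% had the same direction (95% Wilson interval 98.1 to 99.3). For HSF-1 the small heat shock gene hsp-16.2 was activated by the factor and repressed under rIIS (HS), and the autophagy receptor gene sqst-1 was repressed in both. Of 2522 genes called for HSF-1 and rIIS (HS), 83.4% had the same direction (81.8 to 84.8). Both comparisons hold the same rIIS-C libraries, which favours the same direction: counts simulated with no effect gave 99.2% in both cases. Those shares rest on a mean of 130.25 and 124.95 genes called in both, so they are no floor for the observed shares, which lie below them. With 1 rIIS-C library for each comparison the share was 94.3% and 96.5% for DAF-16, and 83.1% and 79.6% for HSF-1. Leaving out 1 library moved the share of HSF-1 within 74.3% (C (HS) replicate 1) and 90.7% (rIIS-C (HS) replicate 1).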

Quadrant plot of these genes (1311 of DAF-16, 1390 of SKN-1, and 2264 of HSF-1 dependent) revealed that 99% of DAF-16 and 85% of HSF-1-dependent genes are regulated in the same manner as that of the “rIIS-C” condition (Figure 4A,C, quadrant 1 and 3). Surprisingly, genes regulated by these TFs show similar expression patterns under the rIIS condition, despite their slight target overlap (Figure A5D). 

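Among genes that SKN-1 and rIIS changed in opposite directions were lys-7, sodh-1 and acs-2, activated under rIIS and repressed by SKN-1, and acdh-1, kynu-1 and sams-1, repressed under rIIS and activated by SKN-1. The first of these groups held 330 genes and the second 311, against 309 activated in both and 561 repressed in both. Opposite directions thus held for 42.4% of 1511 genes (95% Wilson interval 40.0 to 44.9). Counts simulated with no effect gave the same direction in 99.3%. With 1 rIIS-C library for each comparison the same direction was found in 59.2% of 1097 genes, and in 39.9% of 1483 genes with the libraries exchanged.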

While in the case of SKN-1, 40% of its genes exhibit a reverse pattern under “rIIS-C” (Figure 4B, quadrant 2 and 4). Such gene expression regulation seems to be dominated by other factors under the rIIS condition.

To penetratingly examine if another TF under this study is dominating in the regulation of genes that behave against the nature of their respective TF under rIIS condition, common targets between any two and all three TFs were further compared (Figure A6D). First, we considered the genes shared by any two TFs under the “rIIS condition” (Figure 4D–F and Figure A6E–G). 

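Of the genes shared by DAF-16 and SKN-1 under rIIS, the collagens col-149 and col-62 and the desaturase fat-6 were repressed by both, while dod-24, kynu-1 and ugt-4 were repressed by DAF-16 and activated by SKN-1. Of 645 such genes, 391 (60.6%, 95% Wilson interval 56.8 to 64.3) were moved the same way by both, against 99.8% of 1007 in counts simulated with no effect, since both factors are measured from the same rIIS-C libraries. Over all genes, without regard to rIIS, the share was 50.0% of 1217. Of 65 genes shared by DAF-16 and HSF-1, 17 (26.2%, 17.0 to 38.0) were moved the same way, against 57.1% of 42 in the simulated counts. Over all genes cht-1 was activated by DAF-16 and repressed by HSF-1, as was the autophagy gene epg-2, whose DAF-16 call was lost on uniquely mapped reads (0.84, edgeR adjusted p = 0.725), and hsp-16.2 was activated by both. The first share was 75.2% without rIIS-C replicate 1, and the second 16.09% without rIIS-C replicate 1 and 15.96% without rIIS-C replicate 2.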

The distribution of genes regulated by DAF-16 and SKN-1 shows that both these TFs regulate around 60% of their shared genes similarly (Figure 4C, quarter 1 and 3), and the remaining behaves differently (Figure 4C, quarter 2 and 4) while DAF-16 and HSF-1 regulate most of their common targets (74%) inversely (Figure 4E, quarter 2 and 4). However, almost all (99%) of the common genes between SKN-1 and HSF-1 are regulated in a similar manner (Figure 4F, quarter 1 and 3). Nevertheless, this comparative gene expression pattern does not reveal how they behave when all TFs sequester in the nucleus, i.e., under the rIIS condition. Therefore, further expression was considered in the rIIS condition (Figure 5A). 

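SKN-1 and HSF-1 moved nearly all their shared genes alike, activating gcsh-1, ugt-62 and the elongase elo-6 and repressing rpl-21, unc-15 and egl-21. Under rIIS, 141 of 143 shared genes (98.6%, 95% Wilson interval 95.04 to 99.62) had the same direction, and over all genes 97.3% of 4273, against 41.3% of 46 under rIIS in counts simulated with no effect. Over all genes 2187 were activated by both and 1972 repressed by both, against 875 and 646 for independent lists. These comparisons share no library, since SKN-1 was measured at normal temperature and HSF-1 after heat shock.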

Genes commonly regulated by DAF-16 with SKN-1 or HSF-1 under the rIIS condition (Figure 5A, serial no. 1–8) revealed that other TF regulatory capacity is undermined in the presence of DAF-16. 

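Genes on which DAF-16 and another factor act in opposite directions kept the direction of DAF-16 in rIIS-C over C: mtl-2 and epg-2, activated by DAF-16 and repressed by SKN-1 and HSF-1 respectively, were higher, and acdh-1 and dod-24, repressed by DAF-16 and activated by SKN-1, were lower, as was fat-7. On uniquely mapped reads epg-2 was not called for DAF-16 (0.84, edgeR adjusted p = 0.725) or under rIIS (0.85, edgeR adjusted p = 0.611). Of the genes called under rIIS, activated by DAF-16 and repressed by SKN-1, 121 of 125 were activated under rIIS, and of those with the signs exchanged 129 of 129 were repressed. Of those called under rIIS and rIIS (HS), activated by DAF-16 and repressed by HSF-1, 30 of 31 were activated under rIIS, and with the signs exchanged 16 of 17 were repressed. In all, 296 of 302 genes (98.0%, 95% Wilson interval 95.7 to 99.1) followed DAF-16. Without the condition of a call under rIIS, 873 genes were moved by DAF-16 against SKN-1 or HSF-1, of which 613 were called in the direction of DAF-16, 11 against it and 249 not at all. Both rIIS and DAF-16 are measured from the same rIIS-C libraries, and in counts simulated with no effect 100% of 20 genes followed DAF-16. With 1 of these libraries for each comparison the share was 89.2% of 195 genes (84.1 to 92.9) and 96.7% of 209 (93.2 to 98.4). With the direction of rIIS taken from rIIS-C (HS) over C (HS) instead, 47.8% followed DAF-16. The paper concludes that the other factors are undermined in the presence of DAF-16.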

DAF-16-independent genes regulated by SKN-1 and HSF-1 (Figure 4F) were expected to behave in a similar manner under the rIIS condition. Surprisingly, 57% and 20% of their shared target genes get repressed and activated differently under the rIIS condition (Figure 5A, serial no. 9–12). 

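Genes moved by SKN-1 and HSF-1 but not by DAF-16 mostly did not pass the paper's thresholds in rIIS-C over C: 1849 of 1944 activated by both and 1310 of 1539 repressed by both were not called under rIIS. Of the genes activated by both and called, 51 were repressed and 44 activated under rIIS. Of those repressed by both and called, 72 were activated and 157 repressed. Genes called under both rIIS and rIIS (HS) went either way too. Of 36 such genes activated by both factors, 15 (41.7%, 95% Wilson interval 27.1 to 57.8) were repressed under rIIS, among them the kinase gene flr-4 and the calcium channel gene unc-36. Of 105 such genes repressed by both, 26 (24.8%, 17.5 to 33.8) were activated under rIIS, among them the superoxide dismutase gene sod-1 and the neuropeptide gene flp-22, while lev-11 and act-2 were repressed. Together 41 of 141 genes (29.1%, 22.2 to 37.1) ran against both factors, against 0% of 19 in counts simulated with no effect. The rIIS-C libraries that rIIS and SKN-1 share favour the same direction, so this share may be too low. With the direction of rIIS taken from the heat-shocked libraries the share was 17.7%, and without rIIS-C replicate 2 the share of the first group was 21.1%.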

As the expression of these genes was not DAF-16-dependent, it hints at the involvement of some other factor under the rIIS condition whose actions may be strong enough to determine the direction of these genes’ expressions.

Next, we considered the commonly regulated genes by all three TFs under the rIIS condition (Figure A6D). Further, the grouping and association of these genes (N-226) with all possible combinations of TFs indicate that the direction of expression of these genes under the rIIS condition is determined by DAF-16, irrespective of the contribution made by SKN-1 and HSF-1 TFs (Figure 5B). This means that even the combined strength of SKN-1 and HSF-1 is not sufficient to change the direction of expression of these genes if DAF-16 sets to command them (Figure 5B, serial no. 4 and 5). This hints at the fact that it is the DAF-16 that controls the expression of common genes, and no other TF plays a significant role if the direction of expression is determined by DAF-16. 

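Genes moved by all 3 factors and called under rIIS and rIIS (HS) followed DAF-16 in 250 of 254 cases (98.4%, 95% Wilson interval 96.0 to 99.4), against 100% of 27 in counts simulated with no effect, which share the rIIS-C libraries. Of these, all 23 genes activated by the 3 factors were activated under rIIS, and 56 of 57 repressed by them were repressed. With 1 rIIS-C library for each comparison, 97.8% of 91 genes (92.3 to 99.4) and 97.4% of 116 genes (92.7 to 99.1) followed DAF-16. Among the genes on which the factors differ, lys-7, acs-2 and icl-1 were activated by DAF-16 and repressed by the others, and sur-5 and argk-1 were repressed by DAF-16 and activated by the others. With the direction of rIIS taken from the heat-shocked libraries, 59.5% followed DAF-16.

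**Figure D4:**
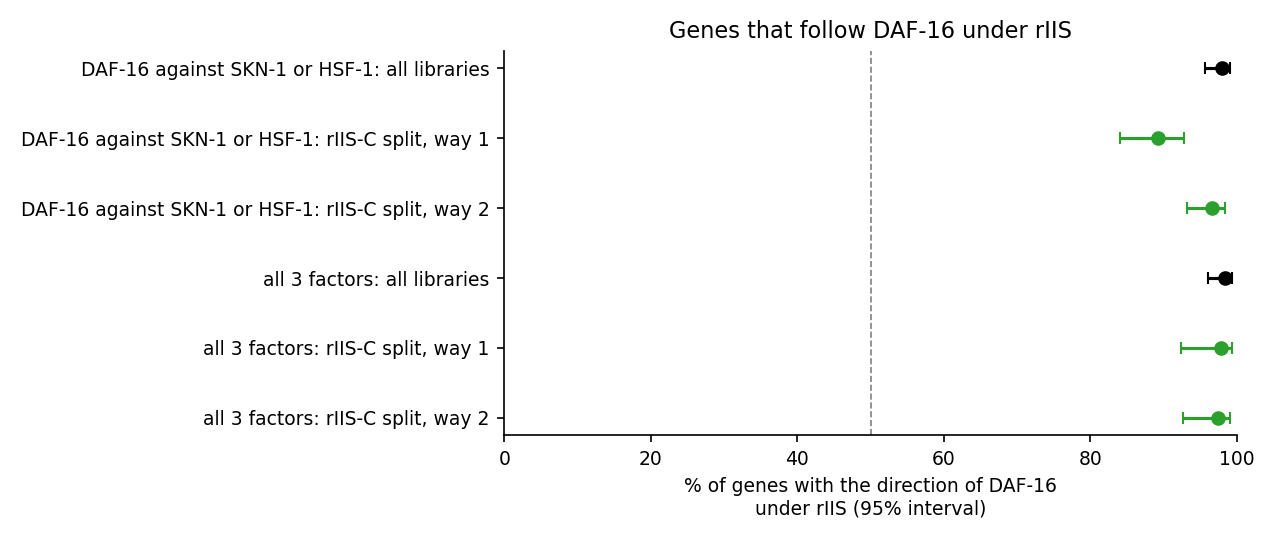
Share of genes, in percent with 95% Wilson intervals, whose direction under rIIS is that of DAF-16, for genes called under rIIS on which DAF-16 acts against SKN-1 or HSF-1 (302 genes) and for genes moved by all 3 factors (254 genes). Black points use all libraries, green points give rIIS and DAF-16 different rIIS-C libraries (way 1 and way 2 exchange them), and the dashed line marks 50%, all shares lie at 89.2% or above.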

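Where SKN-1 and HSF-1 both stood against DAF-16, the genes acs-2, lys-7, sodh-1 and icl-1 were activated under rIIS as by DAF-16, and ugt-16, argk-1 and sur-5 were repressed as by DAF-16. Among genes called under rIIS and rIIS (HS), 99 of 101 activated by DAF-16 and repressed by both other factors were activated under rIIS, and 57 of 58 with the signs exchanged were repressed. Without that condition there were 482 such genes, of which 325 were called under rIIS in the direction of DAF-16, 6 against it, and 151 not at all. The paper concludes that SKN-1 and HSF-1 together do not change the direction of genes that DAF-16 commands.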

Alternatively, it also implies that under the rIIS condition, if genes are majorly governed by SKN-1 or HSF-1, then DAF-16 may cooperate with them analogously; but for the genes that behave opposite to the nature of these TFs, DAF-16 leads and determines the direction of most of these genes. Together, our data suggest a sophisticated mechanism for balancing the expression of rIIS-dependent genes through these TFs (Figure 5C).

### 2.6. Molecular and Gene Regulatory Signatures of the TFs Targets Downstream of rIIS

It is well established that longevity and its associated characteristics are multifactorial and involve complex interactions of different signaling mechanisms. To explore how the various molecular signatures involved are guided by these TFs, we built regulatory networks of genes regulated by rIIS downstream TFs (Figure 2B). To visualize the molecular interplay of each TF on different biological processes, individual TF-specific networks based on their target genes differential expression were created. We selected only significantly enriched clusters regulated by individual TFs (Figure 6 and Figure 7).

For ease of understanding, these clusters were again re-grouped under more general terms, such as carbohydrate metabolism, lipid metabolism, amino-acid metabolism, RNA processing, etc. (Figure A7). We observed the maximum pathways/gene clusters to be regulated by HSF-1, followed by DAF-16, and a few by SKN-1 (Figure 6 and Figure 7). As expected, the genes involved in longevity were found to be regulated by all three TFs with maximum contribution by DAF-16 followed by SKN-1 and HSF-1 (Figure A7), as reported earlier [3,4,15]. Similarly, the role of these TFs in lifespan remodeling through autophagy and carbohydrate metabolism is well evident, also reflected in our study (Figure 6 and Figure 7). 

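DAF-16 activated 10 of 16 heat-inducible chaperones tested (11 adjusted over the list alone, median log2 fold change 3.05), among them hsp-16.2, with 46.3 CPM (SD 17.5, n = 2) in rIIS-C and 2.78 (SD 0.195, n = 2) in daf-16i (4.08, SE 0.38, edgeR adjusted p = 6.52e-05), and F44E5.4 (3.38, SE 0.17, edgeR adjusted p = 1.50e-06). HSF-1 activated 10 of the 16 (10 adjusted over the list alone, median 3.64), with hsp-16.2 at 4.24 (SE 0.50, edgeR adjusted p = 0.000106). The chaperones did not rise on heat shock in rIIS-C, so these values do not show an action on heat-induced levels. For hsp-16.2, rIIS-C (HS) held 22.2 and 12.1 CPM (scaled over all 14 libraries) and rIIS-C 31.7 and 54.7. The hsf-1i (HS) libraries held 4 and 8 reads of it. SKN-1 activated 5 and repressed 5 (7 and 5 adjusted over the list alone), with hsp-16.49 at 2.95 (SE 0.45, edgeR adjusted p = 0.00021) and hsp-1 at −1.36 (SE 0.22, edgeR adjusted p = 0.000297). Their log2 fold changes ran from 1.84 to 3.7 over 17 settings and from −1.8 to −0.39 over 18. The median of the list for SKN-1 was 0.38, 1.38 by limma on RPKM with 11 activated and 2 repressed, −0.31 on uniquely mapped reads and −0.02 with the exon length trend removed. The limma value holds a shift of 0.923 in the median of all genes. The class I targets of DAF-16, which include antimicrobial and stress response genes, were repressed by SKN-1 in 9 of 10 cases (9 adjusted over the list alone, median −1.76) and by HSF-1 in 6 (8, median −1.66). Camera with the preset correlation called the chaperones for DAF-16 (adjusted p = 0.0384 with an estimated correlation) and for HSF-1 (adjusted p = 0.103 with an estimated correlation), and the class I targets for SKN-1 and HSF-1 (adjusted p = 0.103 with an estimated correlation in both). Near-identical hsp-16 and F44E5 copies share reads: on uniquely mapped reads 10 chaperones could be tested, of which 4 were activated by DAF-16 and 4 by HSF-1, with medians of 0.52 and 0.28. For SKN-1, 9 chaperones were activated without rIIS-C replicate 1 and 9, with 5 repressed, with the Table S1 replicate block, and 5 class I targets were repressed without skn-1i replicate 2.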

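The autophagy receptor gene sqst-1 was activated by DAF-16 (log2 fold change 0.61, SE 0.14, n = 2 libraries per group, edgeR adjusted p = 0.0212) and repressed by SKN-1 (−2.04, SE 0.14, edgeR adjusted p = 1.04e-06) and HSF-1 (−1.46, SE 0.14, edgeR adjusted p = 3.58e-05). The gene atg-13, of the complex that starts autophagy, was activated by SKN-1 (1.72, SE 0.16, edgeR adjusted p = 7.18e-06) and HSF-1 (1.32, SE 0.16, edgeR adjusted p = 0.000119). Of 26 autophagy genes tested, 2 were activated by DAF-16 (2 adjusted over the list alone, median 0.17, camera adjusted p = 0.0278, and adjusted p = 0.43 with an estimated correlation). SKN-1 activated 7 and repressed 7 (7 and 7 adjusted over the list alone, median 0.08, −0.26 with the exon length trend removed, and 1.01 with 21 activated and 1 repressed by limma on RPKM), and HSF-1 activated 6 and repressed 8 (6 and 8, median −0.26, and 0.49 with 11 activated and 3 repressed by limma on RPKM). The camera adjusted p was 0.869 for SKN-1 and 0.332 for HSF-1. The limma values hold a shift in the median of all genes, of 0.923 for SKN-1 and 0.716 for HSF-1. Activation of sqst-1 by DAF-16 is lost without daf-16i replicate 1 (edgeR adjusted p = 0.195) and daf-16i replicate 2 (edgeR adjusted p = 0.174), and its adjusted p ran from 0.00161 to 0.195 over 18 settings. The count for DAF-16 was 4 without rIIS-C replicate 2 and 1 without either daf-16i library.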

Genes controlling carbohydrate and lipid metabolic pathways were found to be dependent on DAF-16 and HSF-1. However, most of the amino-acid metabolism-regulating genes were DAF-16 dependent, except the branched-chain amino acid (valine, leucine, and isoleucine), and the conserved regulator of physiological aging was found to be primarily activated by both DAF-16 and HSF-1, as reported earlier [50]. 

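HSF-1 repressed 16 and activated 1 of 23 citrate cycle genes (16 and 1 adjusted over the list alone, median log2 fold change −0.75, and 0.04 by limma on RPKM), with the citrate synthase cts-1 at −1.13 (SE 0.17, n = 2 libraries per group, edgeR adjusted p = 0.000408). Its camera adjusted p was 0.00145 (adjusted p = 0.549 with an estimated correlation). DAF-16 changed 0 of these 23 by edgeR, 4 at an unadjusted p under 0.05 and 1 by DESeq2 (median 0.07, and −0.19 without rIIS-C replicate 1). Outside that list, DAF-16 activated pck-1, the phosphoenolpyruvate carboxykinase of gluconeogenesis (1.09, SE 0.15, edgeR adjusted p = 0.0012, 0.055 pairwise, the highest of 18 settings). Of 62 genes of fatty acid oxidation, DAF-16 activated 5 and repressed 5 (12 and 7 adjusted over the list alone, median −0.01, and 0.05 by limma on RPKM), with acs-2 at 1.88 (SE 0.17, edgeR adjusted p = 4.62e-05). HSF-1 activated 23 and repressed 11 of the 62 (23 and 11 adjusted over the list alone, median 0.14, and 0.84 with 41 activated and 2 repressed by limma on RPKM). Camera called neither (adjusted p = 0.708 for DAF-16 and adjusted p = 0.167 for HSF-1). Limma on RPKM shifts the median of all genes by 0.716 for HSF-1, and its list values hold that shift. The activated count of DAF-16 was 3 without daf-16i replicate 1, 1 without daf-16i replicate 2 and 12 with the Table S1 replicate block, and that of HSF-1 was 13 without hsf-1i (HS) replicate 1 and 13 without hsf-1i (HS) replicate 2.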

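Of 33 genes of other amino acid metabolism, DAF-16 repressed 8 and activated 1 (16 and 3 adjusted over the list alone, median log2 fold change −0.46). Among them were sams-1 (−1.75, SE 0.14, n = 2 libraries per group, edgeR adjusted p = 2.59e-05), kynu-1, a kynureninase (−1.37, SE 0.13, edgeR adjusted p = 9.73e-05) and the aspartate aminotransferase got-2.2, which was activated (0.69, SE 0.16, edgeR adjusted p = 0.0235). HSF-1 activated 14 and repressed 8 of them (15 and 8 adjusted over the list alone, median 0.27, and 1.03 with 24 activated and 4 repressed by limma on RPKM), with sams-1 at 1.52 (SE 0.14, edgeR adjusted p = 3.75e-05) and got-2.2 at −1.95 (SE 0.16, edgeR adjusted p = 1.69e-05). SKN-1 activated 14 and repressed 12 (14 and 12 adjusted over the list alone, median 0.14, −0.21 with the exon length trend removed, and 1.05 with 24 activated and 2 repressed by limma on RPKM). Of 15 genes of branched-chain amino acid degradation, DAF-16 repressed 4 (4 adjusted over the list alone, median −0.09, and 0.04 without rIIS-C replicate 2), with acdh-1 the strongest. HSF-1 activated 3 and repressed 4 of the 15 (4 and 4 adjusted over the list alone, median 0.01, and 0.79 with 10 activated and 2 repressed by limma on RPKM), with acdh-1 at 3.30 (SE 0.24, edgeR adjusted p = 9.31e-06) and pccb-1, a propionyl-CoA carboxylase, at −1.40 (SE 0.17, edgeR adjusted p = 0.000112). Camera called the 2 lists for DAF-16 (adjusted p = 0.192 and adjusted p = 0.372 with an estimated correlation) and neither for HSF-1 (adjusted p = 0.447 and adjusted p = 0.478). The limma values hold a shift in the median of all genes, of 0.716 for HSF-1 and 0.923 for SKN-1. With the Table S1 replicate block DAF-16 repressed 15 and activated 3 genes of the first list. Without daf-16i replicate 1 DAF-16 repressed 5 and 2 genes of the 2 lists, and without daf-16i replicate 2 it repressed 2 of the second. The activation of got-2.2 by DAF-16 was lost without daf-16i replicate 1 (edgeR adjusted p = 0.122) and daf-16i replicate 2 (edgeR adjusted p = 0.25), within 0.000888 to 0.25 over 18 settings. Both calls of sams-1 were lost in the fit of all 14 libraries (edgeR adjusted p = 0.321 for DAF-16 and 0.127 for HSF-1).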

DAF-16 activation is known to slow down the turnover of most proteins, which points towards the decreased abundance of the translational machinery [51]. 

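Of 19 genes of ribosome biogenesis, DAF-16 repressed 1 (6 adjusted over the list alone), nol-2, at −0.80 (SE 0.19, n = 2 libraries per group, edgeR adjusted p = 0.0284), with 14 lower at an unadjusted p under 0.05 and 3 by DESeq2. Their median log2 fold change was −0.51 (camera adjusted p = 8.18e-06, and adjusted p = 0.51 with an estimated correlation), and 7 were repressed at the paper's thresholds. Of 81 ribosomal protein genes, DAF-16 changed 0 by edgeR, 0 at an unadjusted p under 0.05 and 0 by DESeq2. Their median was 0.06 (camera adjusted p = 0.637), and −0.06 without rIIS-C replicate 1, where 2 were repressed, or without daf-16i replicate 1. The single call depends on the libraries: 14 of the 19 were repressed without rIIS-C replicate 1, 11 with the Table S1 replicate block, and 0 without rIIS-C replicate 2, daf-16i replicate 1 or daf-16i replicate 2, where nol-2 had an edgeR adjusted p of 0.0775, 0.135 and 0.177 (0.00109 to 0.189 over 18 settings).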

Our data suggest that the genes required for translational machinery are also repressed at the transcription level by DAF-16 (Figure 6A). Moreover, many of these ribosomal genes were also found to be repressed by HSF-1 under rIIS (Figure 7).

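HSF-1 repressed 77 of 81 ribosomal protein genes (77 adjusted over the list alone), with a median log2 fold change of −1.64. Over 13 other settings the median ran from −1.66 to −0.86, with 67 to 79 repressed. The gene rpl-35 stood at −1.96 (SE 0.19, n = 2 libraries per group, edgeR adjusted p = 4.11e-05) and rpl-25.1 at −2.44 (SE 0.24, edgeR adjusted p = 4.30e-05). Of 19 genes of ribosome biogenesis, HSF-1 activated 4 and repressed 1 (3 and 1 adjusted over the list alone, 8 and 2 with the Table S1 replicate block, median 0.37, and 1.03 with 16 activated by limma on RPKM, camera adjusted p = 0.258), among them rrp-1, which was activated (1.52, SE 0.17, edgeR adjusted p = 8.71e-05). Camera called the ribosomal proteins with the preset correlation (adjusted p = 9.85e-43, and adjusted p = 0.224 with an estimated correlation). Limma on RPKM shifts the median of all genes by 0.716 for HSF-1, and its list values hold that shift.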

To further evaluate these networks, a comparison among the proportion of gene associations per cluster was made where both contrasting and similar patterns of gene expression were observed for the regulation of different biological processes. We found that these TFs regulate many similar, as well as distinct, pathways. For instance, pentose and glucuronate interconversion and phagosomes are regulated by all TFs. 

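The glucuronosyltransferases, which belong to pentose and glucuronate interconversion, were repressed by DAF-16 in 15 of 55 cases and activated in 1 (21 and 5 adjusted over the list alone, median log2 fold change −0.37), with ugt-16 at −3.07 (SE 0.17, n = 2 libraries per group, edgeR adjusted p = 1.50e-06). SKN-1 activated 26 and repressed 7 of the 55 (26 and 7 adjusted over the list alone, median 0.58), and HSF-1 activated 26 and repressed 2 (27 and 5, median 0.97), with ugt-62 at 3.54 (SE 0.18, edgeR adjusted p = 1.09e-06). Camera called all 3 with the preset correlation (adjusted p = 0.217, 0.569 and 0.241 with an estimated correlation for DAF-16, SKN-1 and HSF-1). These counts take genes changed by a factor, with or without a change under rIIS, where DESeq2 called 2 of the 55 higher and 16 lower. The paper's networks use genes that changed under rIIS as well, and its Fig. 6B has this pathway repressed with SKN-1. Actins and tubulins, which the paper's networks place in the phagosome, were repressed by SKN-1 in 15 of 18 cases and activated in 2 (15 and 2 adjusted over the list alone, median −0.79, and 0.17 by limma on RPKM, adjusted p = 0.549 with an estimated correlation), with act-1 at −1.63 (SE 0.22, edgeR adjusted p = 9.02e-05). HSF-1 repressed 12 and activated 1 of the 18 (13 and 1 adjusted over the list alone, median −0.94, and −0.08 by limma on RPKM, adjusted p = 0.461 with an estimated correlation), with act-1 at −1.58 (SE 0.22, edgeR adjusted p = 0.000274). Both limma medians hold a shift in the median of all genes, of 0.923 for SKN-1 and 0.716 for HSF-1. DAF-16 repressed 2 of the 18 (3 and 1 activated adjusted over the list alone, median −0.19, camera adjusted p = 0.248), the tubulins mec-12 (−0.70, SE 0.18, edgeR adjusted p = 0.0415) and mec-7 (−0.64, SE 0.17, edgeR adjusted p = 0.0456), each not called in 9 of 18 settings. The DAF-16 counts were 9 glucuronosyltransferases and 0 actins and tubulins without either daf-16i library, and 5 and 0 actins and tubulins without rIIS-C replicate 1 and rIIS-C replicate 2, while the Table S1 replicate block gave 4 repressed and 1 activated of the latter.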

Carbohydrate, lipid, and amino-acid metabolism, etc., are regulated both by DAF-16 and HSF-1. Specifically, glyoxylate and dicarboxylate metabolism, arginine, proline, glycine, serine, threonine, vitamins, and xenobiotic/drug metabolism are regulated primarily by DAF-16, while N-glycan, inositol phosphate, alpha-linolic acid, an amino sugar, purine, propanoate, RNA/DNA processing, etc., are primarily regulated by HSF-1. Moreover, similar pathways are also found to be regulated by opposingly different TFs. For example, glycolysis, glycerophospholipid, sphingolipid, biosynthesis of unsaturated fatty acids, lysine degradation, Wnt, and TGF-beta signaling pathways are regulated both by DAF-16 and HSF-1, but inversely. It could be due to their nonoverlapping set of genes involved in similar processes but regulated differently by distinct TFs. Thus, it shows the existence of a significant degree of overlap among regulatory functions despite their independent nature of gene regulation. 

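Of 25 genes of glycolysis and gluconeogenesis, HSF-1 repressed 16 and activated 2 (18 and 2 adjusted over the list alone, median log2 fold change −0.76, and 0.03 by limma on RPKM with 9 activated and 4 repressed). Examples are the aldolase aldo-1 (−1.65, SE 0.17, n = 2 libraries per group, edgeR adjusted p = 5.24e-05), the glyceraldehyde-3-phosphate dehydrogenase gpd-3 (−1.59, SE 0.17, edgeR adjusted p = 6.53e-05) and the pyruvate kinase pyk-2, which was activated (0.85, SE 0.14, edgeR adjusted p = 0.000848). DAF-16 activated 1 of the 25 (2 adjusted over the list alone, median 0.12, and −0.02 without rIIS-C replicate 1), 5 without rIIS-C replicate 2, and 2 with the Table S1 replicate block. Of 16 fatty acid desaturases and elongases, DAF-16 repressed 5 (6, and 2 activated, adjusted over the list alone, median −0.26), and HSF-1 activated 4 and repressed 5 (5 and 7, 5 and 8 with the Table S1 replicate block, median −0.34, and 0.43 by limma on RPKM). The elongase elo-6 was activated by HSF-1 (1.94, SE 0.18, edgeR adjusted p = 3.67e-05) and fat-3, a desaturase, was repressed by it (−1.26, SE 0.18, edgeR adjusted p = 0.000299, 0.0897 by limma on RPKM, the highest of 17 settings). Camera adjusted p was 0.141 for glycolysis under DAF-16, 0.545 with an estimated correlation under HSF-1, and for the desaturases 0.0854 with an estimated correlation under DAF-16 and 0.944 under HSF-1. Limma on RPKM shifts the median of all genes by 0.716 for HSF-1, and its list values hold that shift. DAF-16 repressed 3 desaturases and elongases without rIIS-C replicate 1, 2 without either daf-16i library, and HSF-1 repressed 3 without hsf-1i (HS) replicate 1.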

Further, close observations in the networks indicate that the same genes differently controlled by these TFs are involved in regulating a particular biological process. For example, common genes *asm-3* and *sip-1* were found to be activated by DAF-16 and repressed by HSF-1 to regulate sphingolipid and longevity pathways, respectively. Conversely, some genes such as *rpc-2* and *sur-5* found to be repressed by DAF-16 and activated by HSF-1 were involved in the regulation of nucleotide and amino-acid (valine, leucine, and isoleucine) metabolism, respectively. 

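The sphingomyelinase gene asm-3 (chromosome IV, 520286 to 523739) read 2.41 CPM (SD 0.924, n = 2) in rIIS-C and 0.613 (SD 0.0417, n = 2) in daf-16i, a log2 fold change of 1.83 (SE 0.48, edgeR adjusted p = 0.0478). It was repressed by HSF-1, with 1.70 CPM (SD 0.837) in rIIS-C (HS) and 6.30 (SD 0.197) in hsf-1i (HS) (−1.98, SE 0.40, edgeR adjusted p = 0.00281). The small heat shock protein gene sip-1 (chromosome III, 10506172 to 10506707) was activated by DAF-16, with 869 CPM (SD 312) against 463 (SD 19.6, 0.91, SE 0.21, edgeR adjusted p = 0.0257). HSF-1 repressed it, with 844 CPM (SD 42.7) against 1982 (SD 86.0, −1.23, SE 0.21, edgeR adjusted p = 0.00102). For DAF-16, asm-3 did not pass without rIIS-C replicate 1 (1.49, edgeR adjusted p = 0.106), daf-16i replicate 1 (edgeR adjusted p = 0.23) or daf-16i replicate 2 (edgeR adjusted p = 0.268), within 0.0184 to 0.268 over 18 settings. Likewise sip-1 did not pass without rIIS-C replicate 1 (0.48, edgeR adjusted p = 0.0512), daf-16i replicate 1 (edgeR adjusted p = 0.211) or daf-16i replicate 2 (edgeR adjusted p = 0.164), within 0.000367 to 0.39.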

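The gene sur-5 (chromosome X, 7301760 to 7305569) read 118 CPM (SD 13.5, n = 2) in rIIS-C and 254 (SD 3.36, n = 2) in daf-16i, a repression by DAF-16 (log2 fold change −1.11, SE 0.15, edgeR adjusted p = 0.00077, and 0.0640 in the fit of all 14 libraries, where the call is lost). HSF-1 activated it, with 288 CPM (SD 26.0) in rIIS-C (HS) and 51.8 (SD 3.77) in hsf-1i (HS) (2.48, SE 0.15, edgeR adjusted p = 2.68e-06). The gene rpc-2 (chromosome III, 5557365 to 5564679), which encodes an RNA polymerase III subunit, read 140 CPM (SD 55.0) in rIIS-C and 233 (SD 36.6) in daf-16i, and 125 (SD 38.8) in rIIS-C (HS) and 79.8 (SD 5.67) in hsf-1i (HS). Neither difference passed the test (−0.74, SE 0.28, edgeR adjusted p = 0.173 for DAF-16, and 0.64, SE 0.28, edgeR adjusted p = 0.0971 for HSF-1), though both met the paper's thresholds (unadjusted p = 0.0231 and 0.0442). With the Table S1 replicate block both passed (edgeR adjusted p = 0.00460 and 0.00605). For rpc-2 the call also turned without rIIS-C replicate 1 (−1.2, edgeR adjusted p = 0.0258 for DAF-16) and without rIIS-C (HS) replicate 1 (0.93, edgeR adjusted p = 0.0298 for HSF-1), and the adjusted p ran from 0.00278 to 0.608 and from 0.00211 to 0.50 over the other settings.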

In a nutshell, our study reveals several unidentified, as well as earlier reported, biological processes governed by the mechanisms regulating the complex biology of aging.

## 3. Discussion

There are several phenotypes associated with long-lived mutants, in addition to longevity, such as larval arrest, oxidative and heat stress resistance, pathogen resistance, reproduction, adult behavior, and metabolism [52,53]. In fact, the genes linked with these associated phenotypes were characterized first and subsequently found to be contributing to longevity modulation. The IIS pathway contains many evolutionarily conserved components, including downstream transcription factors that regulate most of these associated phenotypes in addition to prolonged longevity, but in a condition-specific manner [3,4,7]. Despite our extensive knowledge of the IIS pathway that leads to the activation of DAF-16, SKN-1, and HSF-1, the way TFs relay their transcriptional output in a comparable genetic condition to benefit the organism has long remained elusive. This study provides the first systematic rIIS-dependent TF target identification and regulation in a comparable experimental condition with the same genetic background.

Our data indicate that DAF-16 regulates a relatively small fraction of *C. elegans* genes, but under the rIIS condition, it regulates the majority. On the contrary, SKN-1 controls a large proportion of genes under normal conditions but a relatively smaller proportion under the rIIS condition. From the perspective of the total transcriptional response perspective, HSF-1 regulated genes were comparable to those of SKN-1, but under the rIIS condition, it regulates more than double the genes regulated by SKN-1. This implies that SKN-1 may have more important roles under normal conditions than in the rIIS condition, while the opposite is true for DAF-16. HSF-1, on the other hand, seems to play an important role both under normal and rIIS conditions. This seems plausible, as removing DAF-16 slightly affects many phenotypes, including lifespan in wild-type worms [54]. However, SKN-1 and HSF-1 removal affect many phenotypes, including development, normal lifespan, oxidative stress, pathogen resistance, and heat stress to a greater extent [55,56,57]. We presume this could be due to the different levels of TF molecules present in the nucleus under varied conditions. However, under basal conditions, the nucleus to cytoplasmic ratios of all three transcription factors was reported to be significantly lower as compared to the rIIS condition, where it increases mani-fold in the nucleus [2,3,7,58]. This hints that it is not only the dosage of the TFs translocated into the nucleus but may possibly be the active TF molecules that regulate the target gene expression in a context-specific manner. Therefore, it is possible that under the rIIS condition, a relatively smaller number of SKN-1 molecules translocated and/or are activated into the nucleus compared to DAF-16 and/or HSF-1, which corresponds to the lower number of genes regulated by them, as observed in this study. Moreover, the fraction of rIIS genes controlled by these TFs are suggestive of the dominant DAF-16 activity due to its specificity to the rIIS condition, but the primary role of SKN-1 seems to be the basal condition, while HSF-1 seems to be necessary for both scenarios.

Analysis of all possible dimensions of the DAF-16 regulated rIIS-dependent common genes suggests that the direction of such genes is entirely coupled with DAF-16. It reflected the invincible and dominant role of DAF-16 over other TFs under rIIS. Surprisingly, the DAF-16 was independent, but SKN-1- and HSF-1-regulated common genes, where both TFs individually regulate them in a similar manner (Figure 4F), were found to behave differently under rIIS conditions. It hints at the involvement of some unidentified factor other than DAF-16, which acts antagonistically to the SKN-1 and HSF-1 under the rIIS condition.

The understanding of the specificity and complexity of the target genes provides insight into how they act and are targeted by the transcription factors during lowered insulin signaling. This systematic resolution of the TF-dependent transcriptional network identifies common and specific molecular signatures, which may contribute to different phenotypes of the rIIS condition. Our study identified overlapping but distinct molecular niches by comprehensive and well-interconnected TF-associated regulatory networks. We were able to resolve the rIIS-dependent TFs transcriptional complexity, which itself provides a significant resource for future studies. Finally, we would like to note that all these TFs are evolutionarily well conserved. Hence, their regulatory roles, including their complexity, specificity, overlapping, as well as distinct molecular niche described here, may be conserved in other organisms, and their further exploration may eventually benefit our understanding of human aging and age-linked diseases.

## 4. Materials and Methods

### 4.1. Strain Maintenance

Strains of *rrf-3(pk1426)*/[RRID:WB-STRAIN:WBStrain00028995], *rrf-3(pk1426);daf-2(e1370)*/RRID:WB-STRAIN:WBStrain00004874, and *daf-2(e1368)*/RRID:WB-STRAIN:WBStrain00006381 mutant worms were obtained from the Caenorhabditis Genetics Centre (Minneapolis, MN, USA). Double mutants *rrf-3(pk1426);daf-2(e1368)* were made by crossing *rrf-3(pk1426)* males and *daf-2(e1368)* hermaphrodites using standard genetic techniques. Throughout the manuscript, *rrf-3(pk1426)* and *rrf-3(pk1426);daf-2(e1368)* on empty vector [*E. Coli* HT115 (DE3) carrying L4440 vector]/RRID:WB-STRAIN:WBStrain00041074 are referred to as “control” and “reduced insulin signaling (rIIS) condition”, respectively. Worms were grown at 20 °C unless otherwise mentioned. Animals were passaged frequently to avoid starvation and overcrowding during routine maintenance.

### 4.2. RNAi Plates Preparation

First, nematode growth medium (NGM) was prepared by mixing 3 g of NaCl (Merck Life Sciences Pvt. Ltd., Mumbai, India, Catalog #1.93606.0521), 2.5 g peptone (Himedia Laboratories, Mumbai, India, Catalog #RM001), and 17 g agar (Sisco Research Laboratories Pvt. Ltd., Mumbai, India, Catalog #24970) in 1 L double distilled water. After autoclaving and cooling down at 55–60 °C, 0.5 mL of cholesterol (Himedia Laboratories, Mumbai, India, Catalog #TC1101) [10 mg/mL in ethanol (Merck Life Sciences Pvt. Ltd., Mumbai, India, Catalog #1.00983.0511)], 1 mL of 1M CaCl_2_ (Thermo Fisher Scientific, Waltham, Massachusetts, United States, Catalog #C614-500), 1 mL of 1M MgSO_4_ (Himedia Laboratories, Mumbai, India, Catalog #GRM684), and 25 mL of 1M (pH 6.0) KPO_4_. KPO4 (1 M) was made by mixing 10.83 g of KH_2_PO_4_ (Sisco Research Laboratories Pvt. Ltd., Mumbai, India, Catalog #54358) and 3.56 g of K_2_HPO_4_ (Himedia Laboratories, Mumbai, India, Catalog #GRM1045) in 100 mL of double-distilled water. Then, NGM was supplemented with 100 µg/mL ampicillin (Bio Basic Inc., Markham, Ontario, Canada, Catalog #AB0028) and 2 mM IPTG (BR Biochem Life sciences Pvt. Ltd., New Delhi, India, Catalog #BC0168). After pouring, plates were dried at room temperature for 2–3 days. *E. coli* bacterial strain HT115 containing the gene of interest for RNAi in the L4440 vector construct was cultured in Luria Bertani (LB) media (Himedia Laboratories, Mumbai, India, Catalog #M1245) at 37 °C overnight in a shaker incubator. It was supplemented with 12.5 µg/mL tetracycline (Bio Basic Inc., Markham, Ontario, Canada, Catalog #TB0504) and 100 µg/mL ampicillin. The next day, overnight grown primary culture was inoculated in fresh LB media containing 100 µg/mL ampicillin in the ratio of 1:100 for secondary culture at 37 °C shaken until OD_600_ in the spectrophotometer (Shimadzu Corporation, Kyoto, Japan, Model #UV-1900) reached between 0.6–0.8. The secondary cultured bacterial cells were pelleted down by centrifuging at 5000× *g* for 10 min at 4 °C and resuspended in 1/10th volume of M9 buffer containing 1mM IPTG and100 µg/mL ampicillin. IPTG in the plates and M9 suspended culture was used to induce the T7 polymerase expression in the HT115 bacteria that transcribes the dsRNA in the plasmid. M9 culture suspension of 120 µL was seeded onto 60 mm RNAi plates and dried to develop a bacterial lawn at room temperature for nearly 2 days.

### 4.3. Synchronization of Worms by Hypochlorite Treatment

*C. elegans* worms were grown on *E. coli* OP50 bacteria (Caenorhabditis Genetics Centre, Minneapolis, MN, USA) until the egg-containing gravid adult stage. Worms from the plates were collected using M9 buffer in a 15 mL centrifuge tube. M9 buffer was made by mixing 6 g of Na_2_HPO_4_ (Himedia Laboratories, Mumbai, India, Catalog # TC051), 3 g of KH_2_PO_4_, 5 g of NaCl, and 0.25 g of MgSO_4_ in 1 L double distilled water. Worms were centrifuged in a swing bucket rotor (Eppendorf India Pvt. Ltd., Chennai, India, Model #5810R) at 1200× *g* for 60 s followed by resuspension of the worm pellet in M9 buffer. This washing procedure was repeated three times. Then, worm pellet was dissolved in a bleach solution [double distilled H_2_O, sodium hypochlorite (Merck Life Sciences Pvt. Ltd., Mumbai, India, Catalog #1.00983.0511), 5 N NaOH (Merck Life Sciences Pvt. Ltd., Mumbai, India, Catalog #1.06462.1000) in the ratio of 7:2:1]. To obtain hypochlorite-resistant eggs by dissolving gravid worm bodies, the above suspension was vortexed for 6–8 min in a vortex shaker (Tarsons, Kolkata, India, Model #Spinix). The eggs were washed 5–6 times by centrifuging at 2000 × g, then decanting the 1 × M9 with a suction pump (Rocker Scientific Co., Kaohsiung, Taiwan, Model #Rocker410) followed by resuspension in 1 × M9 buffer to remove traces of bleach and alkali. After the final wash, eggs were resuspended in 10 mL of M9 buffer and kept on a rocking shaker (Tarsons, Kolkata, India, Model #Rockymax) for 18–20 h at 21–22 °C for L1 offspring hatching and arrest. Hatching percentage was scored to confirm L1 synchronized animals’ viability. L1 arrested worms were seeded on RNAi plates to grow until the L4 stage. Unhealthy and un-synchronized animals, if any were discarded at L4 stage. Remaining healthy and synchronized animals were grown further until young adult/early gravid stage for RNA isolation.

### 4.4. Lifespan Assays of TFs Gene Inactivation by RNAi

Gravid adult worms grown on *E. coli* OP50 were bleached as described above. The eggs were kept on different RNAi plates to hatch. On reaching adulthood, 80–90 young adult worms were transferred in triplicates to the corresponding RNAi plates containing Fluorodeoxyuridine (FudR) (Sisco Research Laboratories Pvt. Ltd., Mumbai, India, Catalog #81015) to a final concentration of 0.1 mg/mL of agar. On the 7th day of adulthood, sick, undeveloped, sluggish, and slow-dwelling worms were removed from the life span population, and the remaining were considered for scoring. The age-synchronized population of worms was scored every alternate day until they died. They were considered dead when they failed to respond to external stimuli. Percentage survival was plotted against the number of days.

### 4.5. Worm Sample Prep for RNA Seq

L1 synchronized worms were grown in three biological replicates on empty vector and test RNAi plates. Worms were collected at YA/gravid stage for RNA isolation in a 15 mL centrifuge tube using 1 × M9 buffer and washed at least four times to remove bacterial contamination. Before final wash, the suspension was transferred to the 2 mL centrifuge tube, and 300 μL of Trizol (Invitrogen) reagent (ThermoFisher Scientific, Waltham, Massachusetts, United States, Catalog #15596026) was added to nearly 50–60 μL of the worm pellet. Samples were stored at −80 °C (Eppendorf North America, Connecticut, United States, Model #CryoCubeF740) until further processing. A few unhealthy, immotile animals in *rrf-3* strain were observed following heat shock, but we quickly removed most of them manually. After the RNA quality check, two biological replicates with the highest RIN value using automated electrophoresis (Agilent Technologies, Santa Clara, CA, United States, Model #Bioanalyzer2100) were selected for further downstream processing.

### 4.6. RNA Isolation

Frozen worms at −80 °C were lysed with three freeze-thaw cycles and intermittent vortexing in liquid nitrogen. To isolate RNA, 150 μL of chloroform (Merck Life Sciences Pvt. Ltd., Mumbai, India, Catalog #1.07024.0521) was added to the worm pellets, and tubes were gently inverted several times. After incubation for 3 min at room temperature, samples were centrifuged at 12,000× *g* for 15 min at 4 °C. The upper aqueous phase was gently removed into a fresh tube. An equal volume of isopropanol (Fisher Scientific, Ottawa, ON, Canada, Catalog #BP2618-500) was added, and the reaction was allowed to sit at room temperature for 10 min. After centrifugation at 12,000× *g* for 10 min at 4 °C, supernatants were carefully discarded, and the remaining pellets were washed using 1 mL 70% ethanol. After centrifugation at 12,000× *g* for 5 min at 4 °C, RNA pellets were dried at room temperature and then dissolved in nuclease-free water. It was kept at 65 °C for 10 min with intermittent tapping. RNA concentration was determined by fluorimeter (Invitrogen, California, United States, Model #Qubit3.0), and quality was checked using Bioanalyzer with RNA kit (Agilent Technologies, United States, Catalog #RNA6000Nano).

### 4.7. Real-Time Quantitative Reverse Transcription PCR (qRT-PCR)

RNAi knockdown efficiency of TF genes and validation of NGS data by selecting well-known genes was completed by quantifying their expression levels with Real-Time quantitative Reverse Transcription PCR (qRT-PCR). Complementary DNA (cDNA) was prepared using SuperScript III First-Strand Synthesis System Kit (ThermoFisher Scientific, Waltham, MA, United States, Catalog #18080051). Briefly, 1 µg of total RNA was used for cDNA preparation. Oligo dT primers and dNTPs (supplied with cDNA preparation kit) were mixed with it. The mixed solution was heated at 65 °C for 5 min followed by cooling at 4 °C for 1 min. To this mixture, dithiothreitol RNase OUT, 5 × reverse transcriptase buffer, and 1 μL/reaction of Superscript Reverse transcriptase III enzymes (supplied with cDNA preparation kit) were added in the required concentrations. The reaction was incubated at 42 °C for 50 min and later terminated by incubation at 70 °C for 15 min. Quantification of genes was done by qRT-PCR using Brilliant III Ultra-Fast SYBR QPCR Master Mix (Agilent Technologies, California, United States, Catalog #600882) and Real-Time PCR system (Bio-Rad, California, United States, Model #CFX96 Touch Real-Time PCR Detection System) as per the manufacturer’s guidelines. The relative expression of genes was calculated according to the ΔΔCt method [59], where ΔCts of genes were obtained after normalization with Ct of actin. Primers used for quantitative RT-PCR are listed in Table S3.

### 4.8. RNA Sequencing and Analysis

Two biological replicates with RIN (RNA integrity number) values above 9 were selected for the study. The cDNA libraries were constructed with TruSeq RNA Library Prep Kit v2 (Illumina Inc., California, United States). Sequencing (72 or 50 bp single end) was performed using NGS platforms (Illumina Inc. California, United States, Models #Genome Analyzer IIx or HiSeq 2500 systems). Imaging, base calling, and quality scoring were done as per standard manufacturer’s guidelines (Illumina Inc.). The demultiplexing and conversion of BCL file format reads to FASTQ file format was done with the Illumina-supported CASAVA v1.8.2 software package. Read counts were then aligned to the reference genome (WBcel 235), and their normalized abundances were calculated as Reads Per Kilobase Million (RPKM) using graphic user interface NGS data analysis package (Qiagen, Germantown, Maryland, United States, Tool version # CLC Genomics Workbench v12.0.3). Gene fold changes were calculated among samples based on negative binomial Generalized Linear Models (GLM), which corrects for differences in library size between samples and the effects of confounding factors. Genes with an absolute fold change of at least 1.5 and standard *p*-values below 0.05 were considered as differentially expressed. To evaluate variance among biological replicates and conditions, normalized log counts per million (CPM) values and z-score normalization across samples for each gene were applied followed by PCA analysis and hierarchical clustering of the Euclidean distances [60].

### 4.9. Transcriptional Regulatory Network Analysis

Distinct TF-specific transcriptional regulatory networks were built by considering differentially expressed genes using Cytoscape v3.8.2 [61]. To visualize the non-redundant biological terms and for biological interpretation of a large set of genes in a functionally grouped network, Cytoscape plug-in ClueGO v2.5.7 was used [62]. Genes for TF-specific networks were made by selecting parameters of style as clusters, ontologies pathways-KEGG, a *p*-value of pathways ≤0.05, and by keeping other parameters at default values. Activated and repressed genes were represented with green and red color nodes and edges, respectively. Identification of individual clusters and annotation with an enclosing shape and labels were completed with the semi-automated Cytoscape plug-in AutoAnnotate v1.3.4 [63]. Individual clusters were further separated and aligned manually for clear representation.

### 4.10. Statistical Analysis

Basic survival analysis with the statistical test was conducted using the Mantel-Cox test using Oasis software available at (http://sbi.postech.ac.kr/oasis; Accessed on 9 May 2018). The difference in survival with a *p*-value ≤ 0.05 was considered significant. Differential expressed genes by RNA-Seq data were determined with standard *p*-values calculated by Baggerley et al.’s test [64]. Genes with a *p*-value ≤ 0.05 were considered with significant expression change. In all the Venn diagrams, hypergeometric *p*-values were calculated by online software (http://www.geneprof.org/GeneProf/tools/hypergeometric.jsp; accessed on 17 April 2020), and their exact *p*-values are indicated in the text as well as in figures. Statistical analysis of quantitative real-time PCR was performed using online statistical software (Systat Software Inc., Chicago, IL, United States, Tool version #SigmaPlot10.0; Accessed on 06-08-2021) with an unpaired two-tailed Student’s *t*-test. These values were represented with * ≤0.05, ** ≤0.01 and *** ≤0.001.

## Figures and Tables

**Figure 1:**
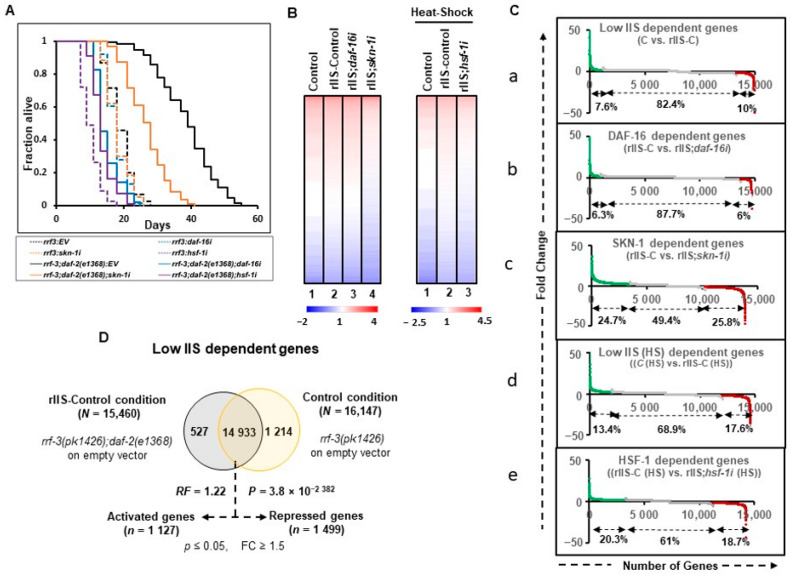
Global transcriptional outputs of transcription factors affecting class 1 rIIS receptor mutant longevity. (**A**) Life-spans of mutants *rrf-3(pk1426)* and *rrf-3(pk1426);daf-2(e1368)* on empty vector (EV), *daf-16, skn-1,* and *hsf-1* RNAi. Strains of *rrf-3(−)* and *rrf-3(−);daf-2(−)* on the empty vector (EV) were marked as “control (C)” and ‘rIIS-Control (rIIS-C)”, respectively. The knockdown of *daf-16* and *hsf-1* genes reverts the lifespans of rIIS mutant (*rrf-3(−);daf-2(−)*) close to control levels, while it partially depends on *skn-1* RNAi. (**B**) DAF-16, SKN-1 and HSF-1dependent genes were identified by feeding *rrf-3(−);daf-2(−)* animals on *daf-16, skn-1* and *hsf-1* RNAi, respectively. Heat-map representation of the total gene expression by RNA-Seq (log_10_ RPKM values) contributing to (left panel) control: lane 1, rIIS: lane 2, DAF-16 dependent genes: lane 3, and SKN-1 dependent genes: lane 4, (right panel) control (HS): lane 1, rIIS (HS) dependent genes: lane 2, and HSF-1 (HS) dependent genes: lane 3. Strong knockdown of TFs by the RNAi represented by the lowered expression values in TFs knockdown conditions compared to rIIS. (**C**) Significant fold change, (**a**) rIIS vs. control at 20 °C, (**b**,**c**) rIIS vs. rIIS mutant on *daf-16, skn-1* RNAi, (**d**) rIIS (HS) vs. control (HS) at 33 °C for 2 h, and (**e**) rIIS (HS) vs. rIIS (HS) on *hsf-1* RNAi. At the genome-wide level, differentially expressed genes due to DAF-16 are less than that of SKN-1 and HSF-1. Activated and repressed genes were shown by green and red colors, respectively. (**D**) Venn diagram shows the overlap among genes that are differentially expressed during low IIS conditions. Genes selected with *p* ≤ 0.05 and fold change ≥1.5. P: Hypergeometric *p*-value, HS: heat-shock, RF: representation factor, FC: fold change.

**Figure 2:**
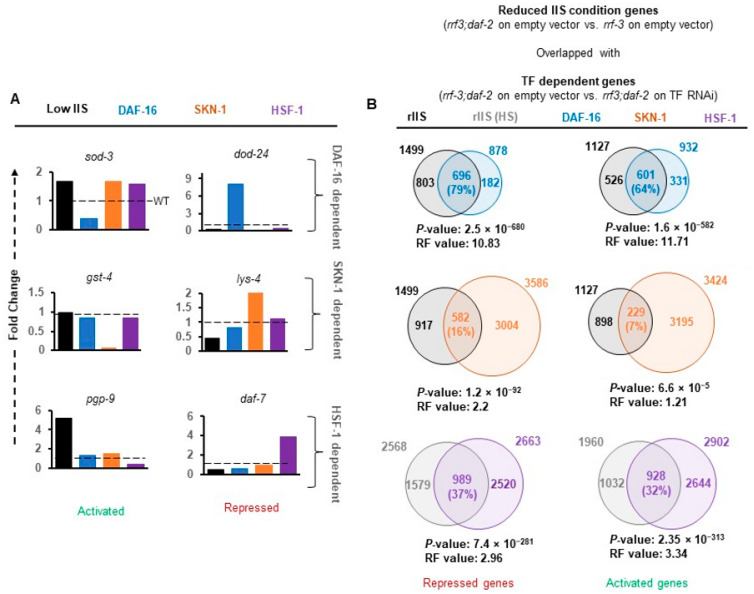
The major proportion of genes under reduced insulin signaling is controlled by DAF-16. (**A**) RNA expression of TFs’ well-established targets. Expression of the genes *sod-3, gst-4,* and *pgp-9* activated by DAF-16, SKN-1, and HSF-1. *lys-4,* and *daf-7* repressed by DAF-16, SKN-1, and HSF-1, respectively, increased without their regulators. (**B**) Venn diagrams represent the number of genes regulated by TFs, specifically under reduced insulin signaling. Major fractions of rIIS-dependent activated (*N* = 601, 64%,) or repressed (*N* = 696, 79%) genes are controlled by DAF-16, followed by HSF-1 (928, 32%) and (989, 37%). Contrarily, a small fraction of SKN-1-regulated genes were either activated (*N* = 229, 7%) or repressed (*N* = 582, 16%). Genes selected with *p* ≤ 0.05 and fold change ≥1.5. P: Hypergeometric *p*-value, HS: heat-shock, RF: representation factor, FC: fold change.

**Figure 3:**
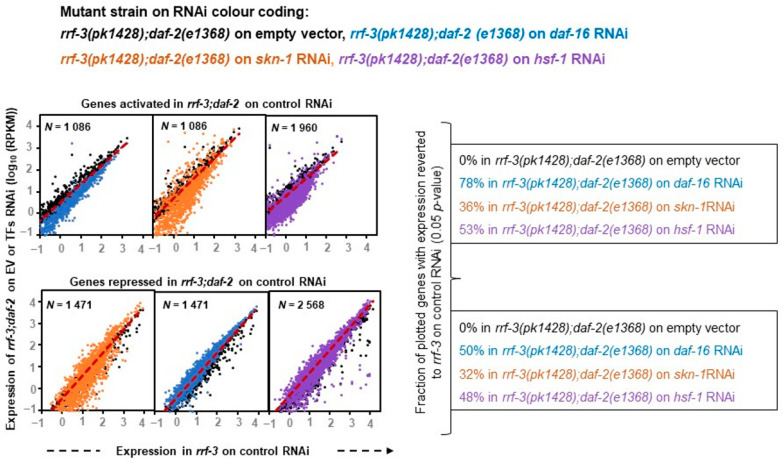
Distinct activator and repressor activities of TFs downstream of insulin signaling. Scatter-plots comparing gene expression (log_10_ RPKM) in control (*rrf-3* mutant on empty vector) with rIIS condition (*rrf-3;daf-2*) double mutant on empty vector) and TF knock-down conditions (*rrf-3;daf-2*) double mutant on *daf-16/skn-1/hsf-1* RNAi). Genes expressed with RPKM ≥ 10 in all comparing conditions either significantly activated (top panel) or repressed (down panel) by *rrf-3(pk1426);daf-2(e1368)* were considered. Colors indicate the strains on RNAi in which the gene expression was analyzed. Gene expression away from the plots’ diagonals represents significantly activated or repressed genes in the rIIS condition compared to control (black dots). The shift of genes near to the plots’ diagonals due to *rrf-3;daf-2* on TFs RNAi represents the fraction of genes with expression reverted to the “control” condition. Mutant *rrf-3;daf-2* on *daf-16* RNAi extensively, *rrf-3;daf-2* on *skn-1* RNAi partially and *rrf-3;daf-2* on *hsf-1* RNAi marginally reverted the rIIS expression near to control levels. As indicated by the large fraction of DAF-16-dependent activation of genes suggests its predominant role as an activator, while SKN-1/HSF-1 shows a similar extent of activation and repression activities.

**Figure 4:**
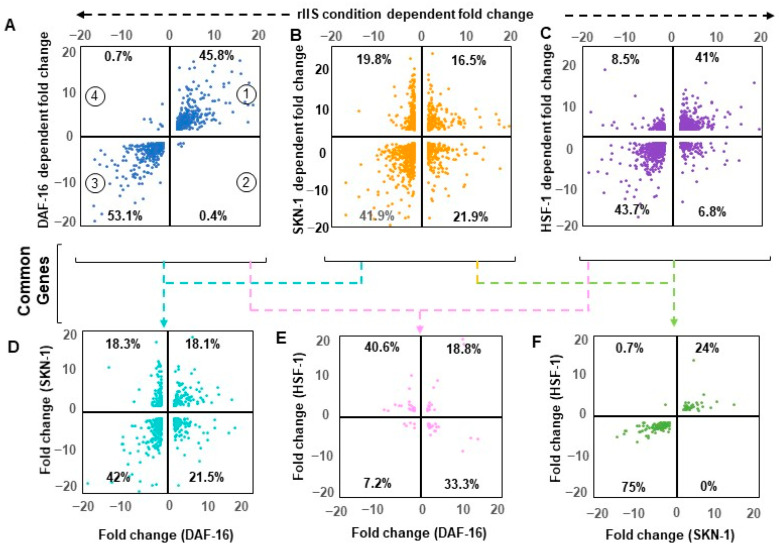
A combinatorial pattern of gene regulation. Quadrant scatter plot depicts all four possible combinations between fold change of activated and repressed genes in two different conditions. Only common genes were considered for analysis. Percentage in each quarter represents the fraction of the total common genes between compared conditions. The upper panel represents a pattern of transcription factor-regulated genes with reduced insulin signaling. Almost all DAF-16 regulated genes partner together with rIIS-dependent genes (**A**). Similarly, most of the HSF-1-regulated genes also aligned with the rIIS condition (**C**), but the SKN-1-regulated genes indicated a mixed pattern (**B**). In the lower panel, common genes between transcription factors under rIIS were considered for analysis (please refer to Figure A6 for detailed analysis). The majority (60%, quarter 1 and 3) of the SKN-1-dependent genes partner together with DAF-16 (**D**), while most of the HSF-1-regulated genes (74%, quarter 2 and 4) behave oppositely to DAF-16 (**E**). SKN-1 and HSF-1 regulate most of their common genes (99%) in the same manner (**F**).

**Figure 5:**
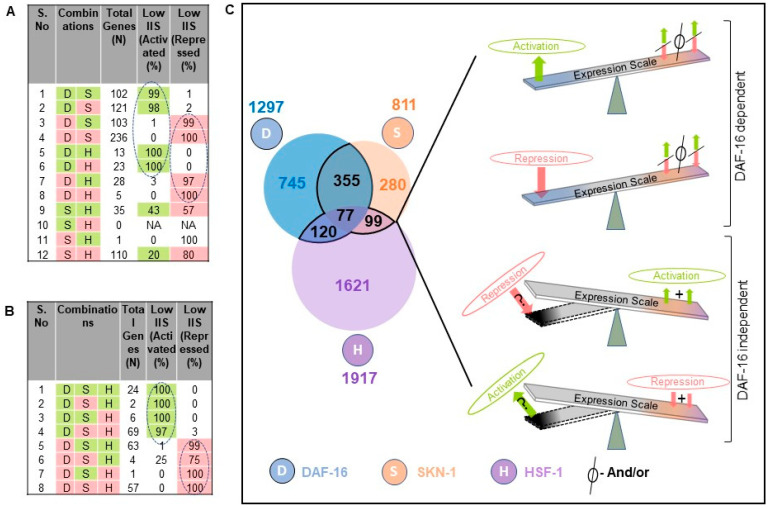
DAF-16 is a key determining factor for the combinatorial regulation of genes. (**A**) Genes are shared by any two TFs. Serial No. 1–8: Differential expression of most genes under rIIS condition (last two columns) are the same as controlled by DAF-16 (first column). Serial No. 9–12: DAF-16-independent genes jointly regulated by SKN-1 and HSF-1. Several genes (57% and 20 %) expressed under the rIIS condition were found to be opposite to the SKN-1 and HSF-1 nature of regulation. (**B**) Genes shared by all three TFs. It shows the dominant nature of DAF-16 under the rIIS condition to determine the direction of expression of the commonly regulated gene by all three TFs. Green and red color boxes indicate activated and repressed genes, respectively. Dotted oval shaped circles represent most of the genes either activated or repressed jointly by any two (**A**) or all three TFs (**B**) under rIIS condition. (**C**) Model for common genes targeted by any two or all three TFs. The relative contribution of TFs is incorporated to provide a nuanced portrayal of the multiple possibilities that cause the expression of gene targets under the rIIS condition. In this view, the effect of TFs on the right side is shown with a seesaw. In the above two panels, overweighted seesaw side indicates DAF-16 dominance irrespective of the contribution made by the other two TFs under the rIIS condition. However, the majority of DAF-16-independent genes are either activated or repressed by SKN-1 or HSF-1 synergistically, but few others behave differently, as indicated by the overweighted dark color side. The result is that wherever DAF-16 is involved, it masks the effect of other TFs.

**Figure 6:**
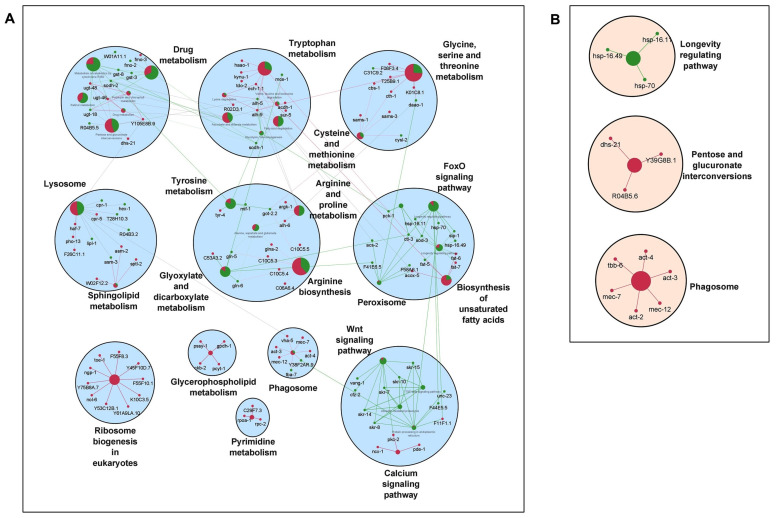
Gene networks of DAF-16 and SKN-1-regulated genes under rIIS conditions. (**A**) DAF-16-dependent pathway network. Most of the genes are activated in FoxO and calcium signaling, while ribosome biogenesis, pyrimidine metabolism, phagosome, and glycerophospholipids-related genes were found to be in a repressed condition. (**B**) SKN-1-dependent pathway network. Longevity regulating genes are activated while phagosome, pentose, and glucuronate interconversion genes remain repressed. Activated and repressed genes are shown by green and red colors, respectively.

**Figure 7:**
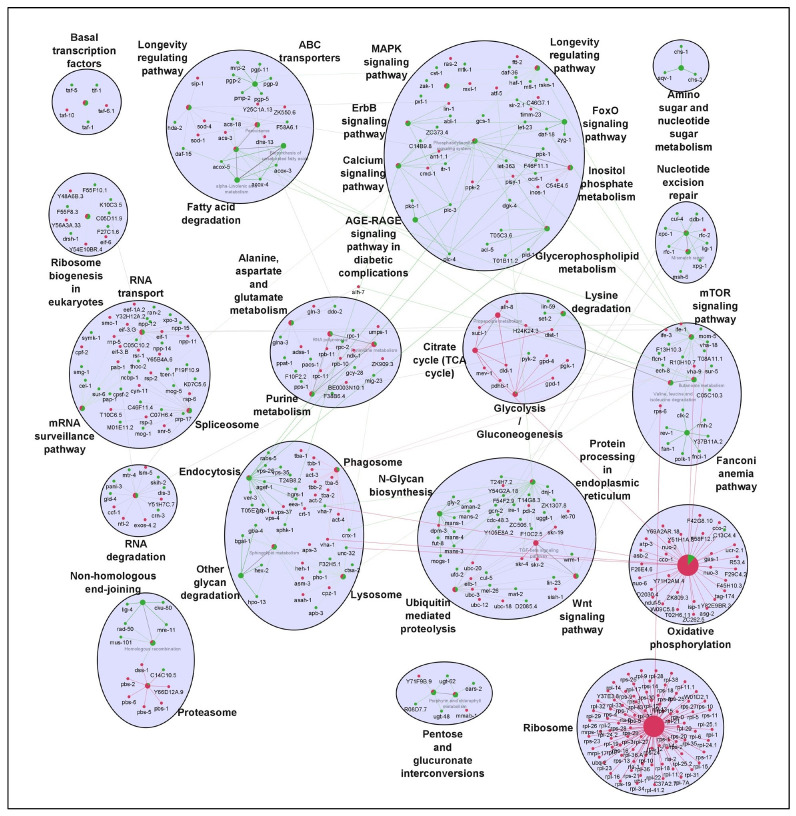
Gene network of HSF-1-regulated genes downstream of the rIIS condition. HSF-1 regulates multiple diverse pathways. Several pathways, including longevity, amino sugar, nucleotide sugar, ABC transporters, non-homologous end-joining, and mTOR signaling, mainly involve gene activation. Meanwhile, ribosome, proteosome, glycolysis, TCA cycle, and oxidative phosphorylation-related genes were found to be repressed by HSF-1. Activated and repressed genes are shown by green and red colors, respectively.

**Figure A1:**
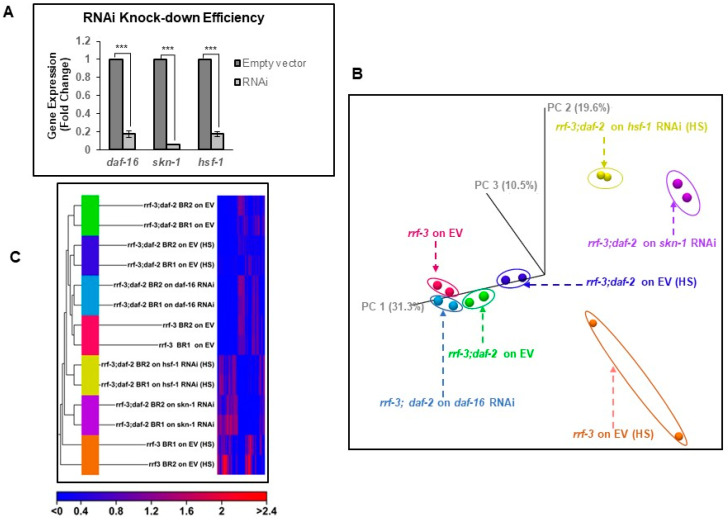
RNAi knockdown efficiency and data quality parameters. (**A**) RNA expression of the *hsf-1* genes was reduced by 80%, while for *skn-1* genes, it was reduced by more than 90%. (**B**) Principal component analysis (PCA) provides insights into the association between biological replicates. (**C**) Unsupervised hierarchical condition tree analysis clustered all the biological replicates under the same branch indicates a high degree of reproducibility with similar gene expression between biological replicates. *** *p* ≤ 0.001.

**Figure A2:**
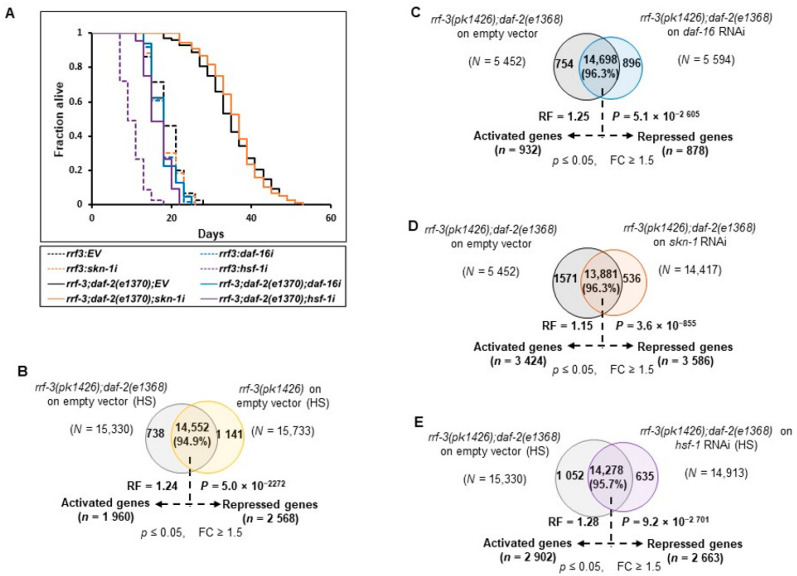
Lifespans of *daf-2* class 2 allele and genome-wide transcriptional output of transcription factors. (**A**) Lifespan of *daf-2* stronger class 2 allele does not depend on all three transcription factors. Life-spans of mutants *rrf-3(pk1426)* and *rrf-3(pk1426);daf-2(e1370)* on empty vector, *daf-16, skn-1,* and *hsf-1* RNAi. Knock-down of *daf-16* and *hsf-1* genes reverts the life-spans of rIIS mutant [*rrf-3(-);daf-2(-)*] near to control levels but *skn-1* knockdown does not suppress the life-span of *rrf-3(pk1426);daf-2 (e1370)* mutants. (**B**–**E**) Venn diagram shows the overlap among genes that are differentially expressed during low IIS (+HS), *daf-16, skn-1,* and *hsf-1* knockdown conditions respectively.

**Figure A3:**
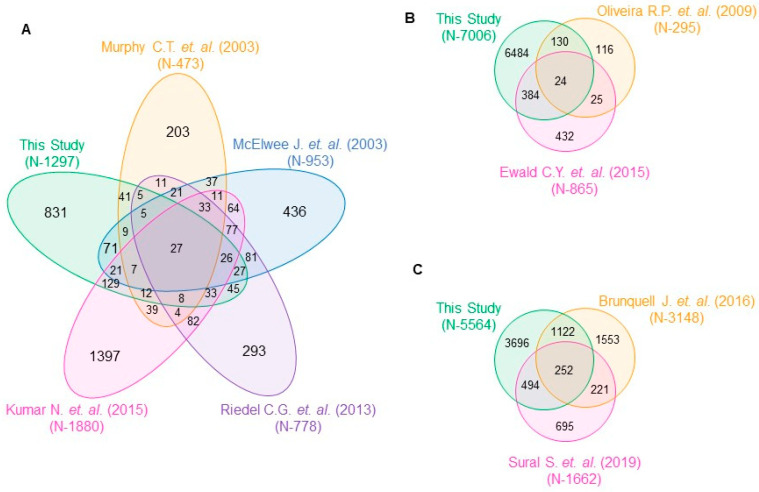
Reduced IIS condition-dependent gene comparison with earlier datasets. Venn diagrams represent the overlap with earlier published datasets. Differentially expressed genes were considered together to compare with earlier published (**A**) DAF-16, (**B**) SKN-1, and (**C**) HSF-1 datasets.

**Figure A4:**
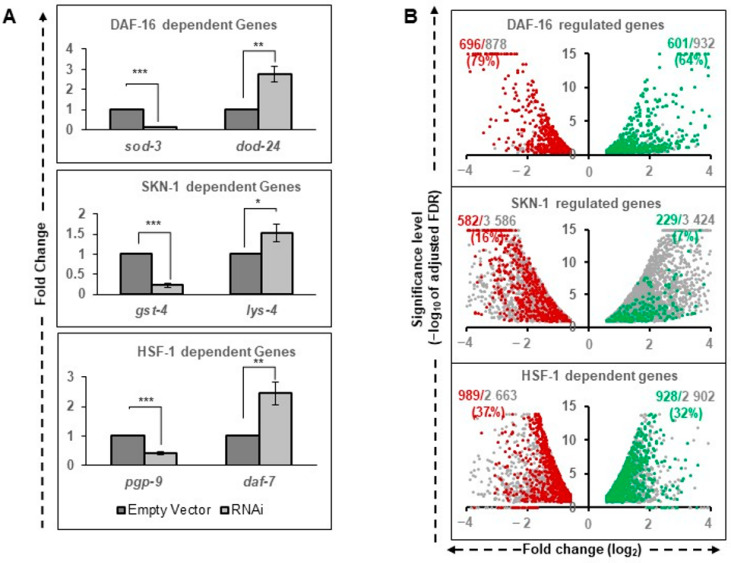
Quantification of rIIS-dependent targets and relative fraction of TF-dependent genes. (**A**) Quantitative real-time PCR of DAF-16 (upper panel), SKN-1 (middle panel), and HSF-1 (lower panel) well-known targets. One target each from the genes activated and repressed by the respective TF has been quantified in the *rrf-3(pk1426);daf-2 (e1368)* double mutants. (**B**) Volcano plots between log_10_ of adjusted FDR significance level and log_2_ fold change of TF-dependent genes (gray color dots). The fraction of these genes specific to the rIIS condition is represented by green and red coloring. Genes regulated by TFs and specific to rIIS condition are shown in percentage. The *p*-values were represented with * ≤0.05, ** ≤0.01 and *** ≤0.001.

**Figure A5:**
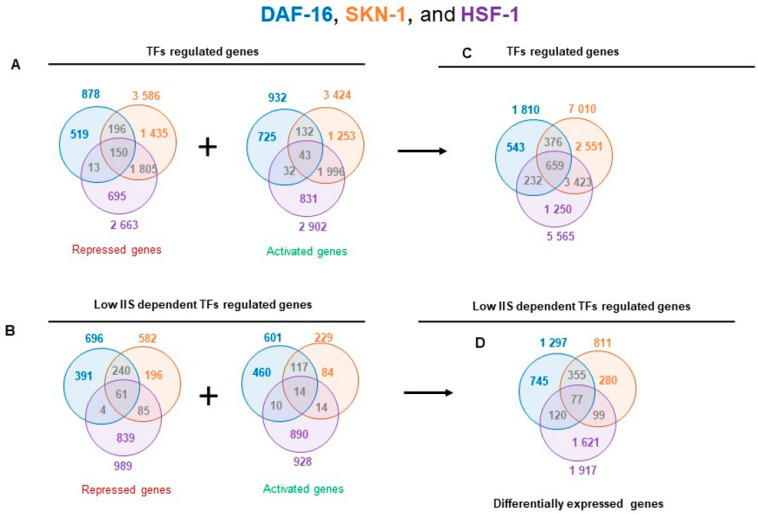
Gene expression profiles of rIIS associated TFs. (**A**) Venn diagram of TF-dependent repressed and activated genes. (**B**) Venn diagram of TF-dependent repressed and activated genes under reduced IIS condition. (**C**) A total of 9034 differentially expressed non-redundant genes regulated by all three TFs. (**D**) A total of 3297 non-redundant differentially expressed genes regulated by all three TFs under rIIS conditions.

**Figure A6:**
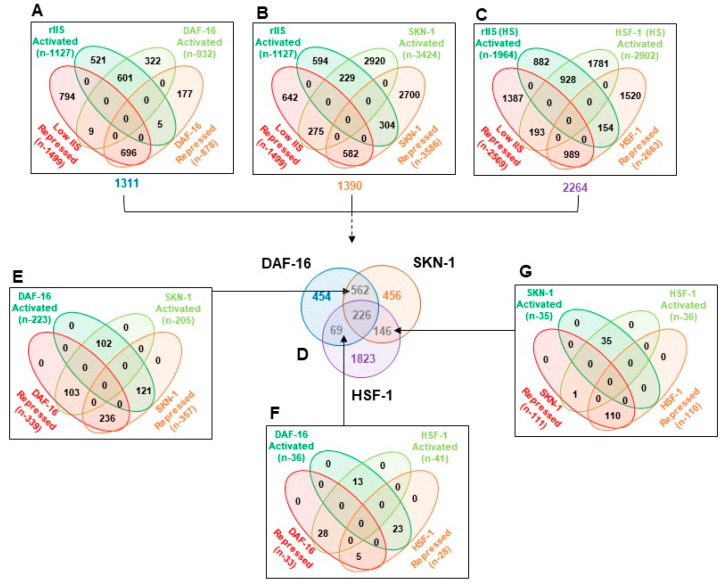
Identification of common genes. (**A**–**C**) Common genes between TFs and rIIS signaling were identified in all possible combinations. DAF-16 regulates a total of 1311, SKN-1-1390, and HSF-1 1831 under reduced IIS conditions. (**D**) Triple Venn diagram shows overlap among TF-regulated genes under rIIS condition. (**E**–**G**) Common activated and repressed genes by any two TFs under rIIS conditions were identified.

**Figure A7:**
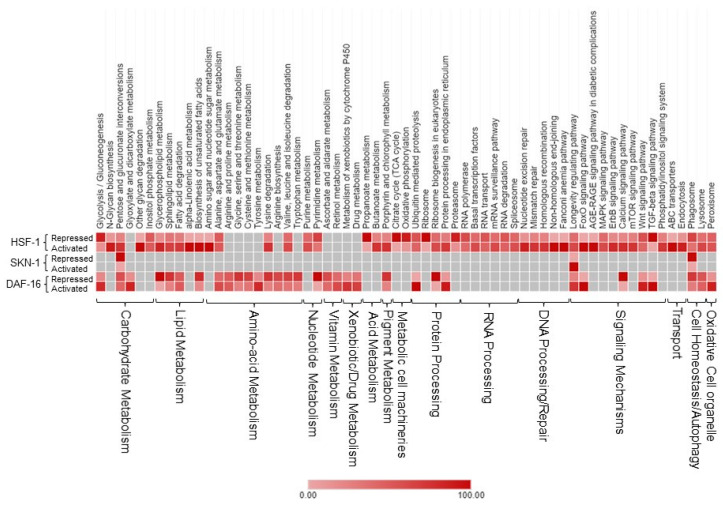
The relative percentage of differentially expressed genes regulated by the individual transcription factors are shown for each of the biological processes which were identified by gene network analysis.

## Data Availability

Raw RNA-Seq data have been deposited in the Gene Expression Omnibus (GEO)-NCBI-NIH database under the Super Series accession number GSE184415. The list of genes generated for detailed analysis shown in the manuscript is being provided as processed data files.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms222212462/s1.

How the deposited data were processed for this re-analysis (not part of the article)

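The series holds RNA-seq of whole worms in 14 libraries, each matched to its group and replicate by its sample label. Per the submitters' processing notes, base calls were made with CASAVA 1.8.2 and reads were mapped in CLC Genomics Workbench. The deposited tables give, per gene, exon read counts made by the authors from the mapped reads, without scaling between libraries. They also give the authors' RPKM, which are these reads divided by exon length and mapped reads. Genes keep the coordinates of the WBcel235 assembly, which is also the build of the reference used for gene types, where 46733 of 46856 genes matched it and 19861 are protein-coding.

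Exon read counts were tested in edgeR 4.0.16 with limma 3.58.1 in R 4.3.3: filterByExpr, TMM scaling, a coefficient per group and the quasi-likelihood test, with Benjamini-Hochberg adjustment over the genes tested. CPM values are scaled with the same factors. The common dispersion was 0.0275 over 12 libraries, 0.0813 over the 6 heat-shocked libraries of C, rIIS-C and hsf-1 RNAi, and 0.0508 over all 14. Counts of activated and repressed genes use the paper's thresholds, and shares carry Wilson intervals. DESeq2 1.42.0, and limma on log2 of RPKM + 1, served as alternatives. RPKM carry no TMM scaling, and limma on them shifts the median of all genes, so its calls and list medians hold that shift. Gene lists were fixed, like the comparisons, thresholds and the first set of alternatives, before the data were examined. They were tested with camera at its preset correlation of 0.01, and again with an estimated correlation. List counts of a factor take genes with or without a change under rIIS, while the paper's networks use genes that changed under rIIS as well. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

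Genes named in the text are those the paper names, and otherwise those with the largest log2 fold changes in a comparison among genes with an adjusted p under 0.05 and a mean of at least 10 CPM in a group, or the strongest members of a list in each direction. Further genes illustrate the sets of shared genes and carry no test of their own there.

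Counts with no effect were simulated from the dispersions of the fit of all 14 libraries and passed through the same steps. They were made because comparisons that share libraries overlap by construction. The common dispersion of that fit (0.0508) is above that of the 12 libraries (0.0275) and below that of the 6 heat-shocked ones (0.0813). Simulated overlaps, covariances and recovered shares thus belong to another spread than either of these fits has. A self-test of the list test used 20 lists per comparison, a shifted list among them and the rest random. No random list was called in any comparison and the shifted list was called in each. Genes were simulated without correlation, so the self-test does not show how the test acts on correlated lists. With an estimated correlation the shifted list was not called under rIIS (HS) and was called in the others.

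Replicate numbers of the labels and of Table S1 run opposite in 5 of 7 groups, and neither source says that a number marks a shared batch, so no pairing entered the leading fits. By the Table S1 numbers the log2 differences between the 2 replicates correlated across genes above 0.1 in all 15 pairs of groups without C (HS) (0.116 to 0.373), which points to shared batches, and by the label numbers they did not (−0.373 to 0.318). Exon reads across an exon junction split the same way. Outside C (HS) they were 9.39% to 9.89% of exon reads in libraries numbered 2 in Table S1. In those numbered 1 they were 22.57% to 26.34%. The paper's methods name 2 read lengths and 2 instruments. The leading fits thus leave a likely batch in the spread. A fit of the 12 libraries with the Table S1 numbers as a block was therefore added after the data were seen, list tests included, and is given beside a result where it changes a call or moves a count. Quantitative PCR, reporter strains and pathway networks of the paper were not analysed here.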

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

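All predictions for the tests in this part were written after the result they concern was seen.

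A difference between groups was tested directly for the heat shock responses of rIIS-C and C: 1404 genes were higher and 1486 lower in the response of rIIS-C than in that of C. Of 81 ribosomal protein genes 75 were lower in this difference (40 without C replicate 1, 46 without rIIS-C (HS) replicate 2), and camera did not call them with an estimated correlation. The responses themselves are a signal in comparisons the paper does not report: 3855 genes were higher and 3506 lower in C after heat shock, and 266 higher and 45 lower in rIIS-C. The 2 C (HS) libraries stand apart in mapped share (88.5% and 73.2%). Exon reads across an exon junction were 14.3% and 16.73% in them, against 9.39% to 9.89% or 22.57% to 26.34% in the others. Heat shock in C followed exon length at −0.595 across genes. How much of these counts comes from the libraries rather than from heat cannot be told. Leaving out 1 library moved the 266 to between 64 and 168, and the 1404 to between 508 and 2820.

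The heat-inducible chaperones had a median log2 difference of −7.06 between these responses, and lay far lower in rIIS-C (HS) than in C (HS), with a median of −5.50 over 16 genes. Exon length is excluded as the whole cause, since the median was −5.52 with its trend removed, and so are shared reads, since it was −3.33 over the 10 genes with uniquely mapped reads. Less heat, or unheated animals under this label, could also give this, and the data cannot tell: the 100 other genes that rose most in C had a median of 4.89 there and 0.03 in rIIS-C, while 175 genes rose in both against 72.6 for independent lists. A biological explanation, that daf-2(e1368) animals respond less, is not separated from it by these samples.

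Genes on which DAF-16 and another factor act in opposite directions followed DAF-16 under rIIS where they were called there. The shared rIIS-C libraries might produce this, since a chance deviation in them enters both comparisons with the same sign, and in counts simulated with no effect 100% of 20 genes followed DAF-16, so the 98.0% alone says nothing. They are excluded as the whole cause: with different rIIS-C libraries the lower share was 89.23% of 195 genes (95% interval from 84.1). Without the condition of a call, the sign was that of DAF-16 in 76.8% of 825 and 90.5% of 643 genes with different libraries. Part of the pattern may still come from them, and the cause of the rest was not tested.

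The log2 fold changes of SKN-1 and HSF-1 correlated across genes at 0.623, in comparisons that share no library. The exon length trend is excluded as the whole cause, with a correlation of 0.603 after its removal. Libraries of the same number in Table S1 could deviate together, but with SKN-1 from one number and HSF-1 from the other the correlations were 0.456 and 0.464. No biological explanation was tested.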

How the results depend on the processing

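The alternatives named as added were chosen after the results were seen: the block by Table S1 numbers, uniquely mapped reads, protein-coding genes alone, exon length trend removed, and libraries at normal temperature alone. With 2 libraries per group, single libraries carry much of each count, and small changes are often missed. At the spread of all 14 libraries edgeR recovered 9% to 20% of simulated 2-fold changes. Protein-coding genes alone and the replicate block by label numbers left each of the 45 leading results within its 95% interval if a share, within 1.5 times if a count, and with the same call if a knockdown. Under the block by label numbers the DAF-16 calls of asm-3 (adjusted p = 0.0651), mec-12 (adjusted p = 0.0623) and mec-7 (adjusted p = 0.0647) were lost, and with them both repressed actins and tubulins. For each changed result below the cause was not tested.

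With RLE size factors, HSF-1 reverted 45.64% of activated genes. DESeq2 gave 183 genes activated under rIIS and by SKN-1, 22.09% reverted by SKN-1, and 519 higher and 127 lower genes for heat shock in rIIS-C. Without a filter HSF-1 reverted 51.01% and 41.77% of activated and repressed genes. Over the paper's common genes DAF-16 regulated 51.09% of rIIS genes. Thinned to the smallest library, DAF-16 reverted 61.95% of activated genes.

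Limma on RPKM gave 6362 activated and 676 repressed genes under rIIS (HS) (5816 at an adjusted p under 0.05), 8245 and 1018 for SKN-1, and 6744 and 747 for HSF-1. Reverted shares were 73.33% and 54.47% for DAF-16, 63.17% and 26.55% for SKN-1, and 73.28% and 29.7% for HSF-1. Overlaps were 710 and 247 for SKN-1 and 4348 and 161 for HSF-1, with the same direction in 68.55% and 94.75%, and 42.95% and 64.07% of rIIS genes regulated. Of genes shared by DAF-16 and SKN-1, 74.48% had the same direction, and of genes on which DAF-16 stood against SKN-1 or HSF-1, 99.48% followed DAF-16.

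Pairwise fits called 686 genes under rIIS, 1622 under rIIS (HS) and 317 for DAF-16. They gave reverted shares of 63.52% and 53.68% for DAF-16, 25.85% of activated genes for SKN-1, and 50.28% and 48.06% for HSF-1. The same direction held in 99.38% for DAF-16 and 84.78% for HSF-1, and 48.86%, 32.23% and 41.49% of rIIS genes were regulated by DAF-16, SKN-1 and HSF-1. All 14 libraries in 1 fit called 522, 5392 and 321 genes, with reverted shares of 59.98% and 49.91%, 23.58% and 39.38%, and 39.3% and 36.67%. There 51.56%, 32.06% and 35.99% of rIIS genes were regulated, and DAF-16 and HSF-1 agreed in direction on 16.18%.

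An adjusted p with the fold threshold gave 581 and 868 genes under rIIS, 1370 and 1907 under rIIS (HS), and 382 and 441 for DAF-16. Overlaps were 277 and 364 for DAF-16, 144 activated for SKN-1 and 563 activated for HSF-1. Reverted shares were 86.06% and 70.97%, 48.85% of repressed genes for SKN-1, and 50.51% and 50.41% for HSF-1. The same direction held in 99.69% and 86.24% for DAF-16 and HSF-1, 44.24% and 37.34% of rIIS genes were regulated by DAF-16 and SKN-1, 100.0% followed DAF-16, and all 3 factors shared 374 genes, 25 under rIIS. Counting genes no longer different from the control gave 84.22% and 63.87% for DAF-16, 26.2% of repressed genes for SKN-1, and 50.46% and 47.01% for HSF-1. A mean RPKM of at least 10, a filter stated for the paper's Fig. 3, gave 74.84% and 78.31%, 15.58% and 75.2%, and 51.56% of repressed genes.

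With the rIIS direction from heat-shocked libraries, 59.75% (DAF-16) and 66.74% (SKN-1) had the same direction, 47.77% followed DAF-16, 17.73% ran against SKN-1 and HSF-1, and 59.45% of genes of all 3 factors followed DAF-16. Uniquely mapped reads gave 45.77% reverted and 38.26% regulated for HSF-1.

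A replicate block by the numbers of Table S1 called 2583 genes under rIIS and 1525 for DAF-16, with 69.74% and 61.87% reverted. Pairs of groups correlated at 0.116 to 0.373 by these numbers, apart from those with C (HS) (−0.043 to 0.05), and at −0.373 to 0.318 by the label numbers. Under this block sod-3 under rIIS and rpc-2 for DAF-16 and HSF-1 were called. It also moved list counts, such as 12 activated genes of fatty acid oxidation, 15 repressed of other amino acid metabolism and 11 repressed of ribosome biogenesis for DAF-16. Of list tests with the preset correlation it called insulin signaling genes under rIIS (adjusted p = 0.0471) and other sperm genes for DAF-16 (adjusted p = 0.0315), and lost cytochromes P450 for HSF-1 (adjusted p = 0.0698). With an estimated correlation it lost the class I DAF-16 targets for DAF-16 (adjusted p = 0.0884). The replicate block by label numbers gave 9209 non-redundant genes, against 9265 without it.

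With the exon length trend removed, 2414 genes were called under rIIS, 1760 under rIIS (HS) and 1459 for DAF-16, and daf-16 was called as knocked down (0.54). Reverted shares were 61.05% of repressed genes for DAF-16, 47.31% of repressed genes for SKN-1, and 35.05% and 52.71% for HSF-1. The same direction held in 60.48% and 75.89% for SKN-1 and HSF-1, 37.13% and 34.9% of rIIS genes were regulated, 435 genes were activated under rIIS (HS) and by HSF-1, and heat shock raised 421 genes in rIIS-C and 807 in the difference. Camera with an estimated correlation called 5 of the 142 list tests called with the preset one. The gene gst-4 reversed under rIIS without rIIS-C replicate 2 (−0.70), and stood at 0.43 without rIIS-C replicate 1.

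Leaving out 1 library gave these ranges. Adjusted calls: rIIS 634 to 1738, rIIS (HS) 101 to 6247, DAF-16 317 to 1128, HSF-1 3229 to 4616. Paper thresholds: rIIS (HS) 1348 to 3433 activated and 1824 to 3567 repressed, DAF-16 724 to 1358 repressed. Overlaps: HSF-1 467 to 1349 and 727 to 1110, SKN-1 223 to 560 activated, DAF-16 562 to 1062 repressed, all 3 factors under rIIS 45 to 113. Heat shock: rIIS-C 64 to 168 higher and 3 to 30 lower, difference 508 to 2820 higher and 332 to 2928 lower. The daf-16 log2 fold change: 0.11 to 0.90. Same direction: DAF-16 98.54% to 99.67%, SKN-1 56.4% to 68.93%, HSF-1 74.3% to 90.69%, DAF-16 with SKN-1 54.73% to 75.21%, DAF-16 with HSF-1 15.96% to 37.78%. Following DAF-16: 97.42% to 99.55%, and 98.21% to 99.51% for all 3. Reverted: DAF-16 49.41% to 73.83% and 45.56% to 66.69%, SKN-1 23.42% to 41.34% and 33.96% to 47.98%, HSF-1 37.3% to 57.68% and 38.54% to 50.66%. Regulated: DAF-16 44.47% to 59.47%, SKN-1 30.53% to 43.01%, HSF-1 31.93% to 50.39%.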

Differences from the paper's values

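The representation factor of genes activated under rIIS (HS) and by HSF-1 was 3.11 over 20471 genes, and the paper's text gives 1.01. For repressed genes it was 2.88, and the paper's text gives 1.66. Of the alternatives set before the data were examined, none brings the activated value within 1.5 times the paper's (2.07 to 4.01). For the repressed value 1 does so, the fit without C (HS) replicate 1, which at 2.37 is still above the paper's 1.66. Fig. 2B of the paper prints values for HSF-1 that differ from its text. The paper's own list sizes and overlaps for HSF-1, put into the same formula, come near the values here rather than those of its text.

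The paper takes daf-16 as knocked down. Its methods measure knockdown of the factor genes by quantitative PCR, which is another measure than exon reads. Among the other groups, daf-16i lay closest to C, with Spearman correlations of 0.986 and 0.988. By reads the log2 fold change of rIIS-C over daf-16i was 0.55 (edgeR adjusted p = 0.283, unadjusted p = 0.0557). It was called without rIIS-C replicate 2 (0.90, adjusted p = 0.0442), and with the exon length trend removed (0.54, adjusted p = 0.0390), a setting chosen after seeing the values.

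The paper lists sod-3 as activated under rIIS, and by its thresholds it was (log2 fold change 0.75, unadjusted p = 0.0118). At an adjusted p under 0.05, which the paper does not use, it was not called (edgeR adjusted p = 0.0823). It was called without rIIS-C replicate 1 (0.98, adjusted p = 0.0257). It was also called with the replicate numbers of Table S1 as a block (adjusted p = 0.0147) and with the exon length trend removed (adjusted p = 0.0208), both chosen after seeing the values. For DAF-16 it was activated, as the paper states.

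The paper lists rpc-2 as repressed by DAF-16 and activated by HSF-1. By the paper's thresholds it was both (unadjusted p = 0.0231 and 0.0442). At an adjusted p under 0.05, which the paper does not use, neither was called, with log2 fold changes of −0.74 (edgeR adjusted p = 0.173) and 0.64 (adjusted p = 0.0971). Settings planned beforehand that called it were no filter on low counts (adjusted p = 0.0290 and 0.0224), the fit without rIIS-C replicate 1 for DAF-16 (adjusted p = 0.0258), and limma on RPKM (adjusted p = 0.00211) and the fit without rIIS-C (HS) replicate 1 (adjusted p = 0.0298) for HSF-1. The Table S1 block called both (adjusted p = 0.00460 and 0.00605) and the removal of the exon length trend called the first (adjusted p = 0.00278), both chosen after seeing the values.

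The paper describes degradation of branched-chain amino acids as primarily activated by DAF-16 and HSF-1. At the paper's thresholds DAF-16 activated 1 and repressed 4 of 15 such genes, and HSF-1 activated 3 and repressed 3. These counts take genes changed by a factor, with or without a change under rIIS. The paper built its networks on the genes of its Fig. 2B, which changed under rIIS as well. At an adjusted p under 0.05, DAF-16 repressed 4, with acdh-1 the strongest, and HSF-1 activated 3 and repressed 4. By limma on RPKM, planned beforehand, HSF-1 activated 10 and repressed 2, and DAF-16 repressed 2. That setting gave 6744 activated and 747 repressed genes for HSF-1 over all genes, with the median of all genes shifted by 0.716. The HSF-1 count of the list cannot be told apart from this shift.

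The paper proposes that genes of the translational machinery are repressed by DAF-16. Of 81 ribosomal protein genes none was called by edgeR or DESeq2 (median log2 fold change 0.06), and 2 were without rIIS-C replicate 1, a fit planned beforehand. Of 19 ribosome biogenesis genes 1 was repressed at an adjusted p under 0.05, nol-2, and 7 at the paper's thresholds, in the direction the paper states. Here too genes count with or without a change under rIIS, unlike in the paper's networks.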

Other observations

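The correlations with exon length were examined only after the data were seen, and the gene lists were not.

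C-type lectins, a family with members in the response to pathogens, were higher in rIIS-C (HS) than in rIIS-C: 18 of 110 were higher and 1 lower (23 and 2 adjusted over the list alone), with a median log2 fold change of 0.32 (camera adjusted p = 9.85e-07, and adjusted p = 0.021 with an estimated correlation). The gene clec-66 read 15.9 CPM (SD 0.129, n = 2) in rIIS-C and 74.0 (SD 2.67, n = 2) in rIIS-C (HS) (log2 fold change 2.22, SE 0.24, edgeR adjusted p = 0.000985), and clec-266 read 13.9 CPM (SD 6.29) and 2.50 (SD 0.689) there (−2.46, SE 0.45, edgeR adjusted p = 0.0131). The count of those that were higher was 11 without rIIS-C replicate 1, 7 without rIIS-C replicate 2 and 10 without rIIS-C (HS) replicate 2.

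Major sperm protein genes were repressed by SKN-1 in 28 of 31 cases (28 adjusted over the list alone, median −2.43, adjusted p = 0.378 with an estimated correlation) and by HSF-1 in 28 (29, median −1.44, adjusted p = 0.43 with an estimated correlation). Their copies are near-identical, so single members such as msp-63 (−3.86 for SKN-1, SE 0.29, edgeR adjusted p = 1.78e-06) are uncertain. On uniquely mapped reads 15 and 7 of 26 were called. For HSF-1 the count was 10 by limma on RPKM, 18 without rIIS-C (HS) replicate 2 and 16 without hsf-1i (HS) replicate 2.

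Log2 fold changes followed exon length in several comparisons, with Spearman correlations across genes of 0.555 for rIIS (HS), −0.595 for heat shock in C, 0.248 for SKN-1 and 0.26 for HSF-1, and −0.118 for DAF-16.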
